# Transcriptome analysis of two contrasting rice cultivars during alkaline stress

**DOI:** 10.1038/s41598-018-27940-x

**Published:** 2018-06-25

**Authors:** Ning Li, Hualong Liu, Jian Sun, Hongliang Zheng, Jingguo Wang, Luomiao Yang, Hongwei Zhao, Detang Zou

## Abstract

Soil alkalinity greatly affects plant growth and crop productivity. Although RNA-Seq analyses have been conducted to investigate genome-wide gene expression in response to alkaline stress in many plants, the expressions of alkali-responsive genes in rice have not been previously investigated. In this study, the transcriptomic data between an alkaline-tolerant (WD20342) and an alkaline-sensitive (Caidao) rice cultivar were compared under alkaline stress conditions. A total of 962 important alkali-responsive (IAR) genes from highly differentially expressed genes (DEGs) were identified, including 28 alkaline-resistant cultivar-related genes, 771 alkaline-sensitive cultivar-related genes and 163 cultivar-non-specific genes. Gene ontology (GO) analysis indicated the enrichment of IAR genes involved in various stimulus or stress responses. According to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, the IAR genes were related primarily to plant hormone signal transduction and biosynthesis of secondary metabolites. Additionally, among these 962 IAR genes, 74 were transcription factors and 15 occurred with differential alternative splicing between the different samples after alkaline treatment. Our results provide a valuable resource on alkali-responsive genes and should benefit the improvement of alkaline stress tolerance in rice.

## Introduction

Rice is one of the most important staple food crops and feeds more than two billion people worldwide^1–3^. Among the adverse environmental factors, soil salinization is a critical problem for rice growth and imposes major challenges to the productivity of rice^4^. Salinization affects negatively a variety of rice growth and development processes such as seedling growth, tillering, metabolism and transcription^5,6^. Currently, approximately 20% of the total paddy rice planting area is in the saline-alkali soil, and more seriously, the area of salinization is expanding in China^7^. In previous studies, saline-alkaline stress is divided into two categories: salt stress and alkaline stress^8^. Alkalization of soil due to NaHCO_3_ and Na_2_CO_3_ might more serious than soil salinization caused by neutral salts, such as NaCl and Na_2_SO_4_, in certain respects^9–11^. The alkalinity inhibits seed germination, plant growth and productivity by the osmotic stress and ion injury, and improves soil pH (>8.5)^12^. In the past, many researches have concentrated on how plants respond to alkaline stress. The high concentration of Na^+^, HCO^−^_3_, and CO^2−^_3_ in soils causes the increase in external osmotic pressure and ion imbalance in plants^13^. In contrast to salt stress, alkaline stress which is caused by high pH of alkaline soil inhibits plant growth by imposing adverse effect on roots, decreasing nutrient solubility, increasing organic acids imbalance, distribution and accumulation of inorganic ions, especially disrupting cellular pH stability^14^. Therefore, improving alkaline stress tolerance is essential for achieving high and stable yield in rice.

Rice is a model plant in the monocotyledons^15^. Many valuable achievements have increased the understanding about the molecular and cellular mechanisms of rice responding and tolerating adverse conditions in recent years^16–19^. With the rapid development of high-throughput technologies, microarray analyses have been conducted to identify stress-mediated differences in the level of gene expression. These studies revealed that many differentially regulated genes that are significantly associated with stress resistance under various conditions of abiotic stress^20–22^. In 2016, Shankar *et al*.^23^ compared the transcriptomes of Nagina 22 (drought-tolerant cultivar) and Pokkali (salinity-tolerant cultivar) with a susceptible cultivar (IR64) under control and stress conditions and found a total of 801 and 507 genes that were specifically differentially expressed in Nagina 22 and Pokkali under stress conditions, respectively. Additionally, Zhang *et al*.^24^ investigated the differentially expressed genes between upland and lowland rice cultivars under drought conditions using RNA-seq, and identified 436 genes that showed differential expression, which were classified into 8 categories. Moreover, Zhou *et al*.^25^ investigated the effect of salt stress on gene expression in Dongxiang wild rice leaves and root tissues by using Illumina HiSeq2000 platform and found that fewer salt-responsive genes responded in the roots than that in the leaves. In 2014, Shen *et al*.^26^ compared the genome-wide gene expression profiles of one cold-sensitive rice variety and three cold-tolerant rice varieties under both normal temperature and cold stress conditions and found a total of 2242 differentially expressed genes (DEGs), among all the cultivars. In 2015, Yang *et al*.^27^ performed comparative transcriptomes analysis of leaf sheaths and roots of rice in response to nitrogen-deficient and nitrogen-sufficient conditions by RNA-Seq, and identified a total of 1158 transcripts in the leaf sheaths and 492 ones in the roots that were differentially expressed in response to the nitrogen-deficiency. Although great advances have been achieved in the past few decades, to date, progresses are not sufficient toward the generation of stress-tolerant rice varieties and the understanding of the general molecular basis of stress-resistance, particularly for alkaline stress. Therefore, the exploration and the function prediction of alkali-response genes during alkaline stresses is the efficient approach for the molecular breeding of alkali-resistant rice cultivars.

Under alkaline stress, alkalinity-tolerant plants can sequestrate Na^+^ in vacuoles by compartmentalization of ions at the cellular level to enhance tolerance for high concentration of ions. For example, the alkaline-tolerant *indica* variety ‘WD20342’ held significantly the higher concentration of K^+^ and the lower concentration of Na^+^ in shoots and roots of seedlings under alkaline stress (0.15% Na_2_CO_3_, pH = 8.5) than the alkaline-susceptible *japonica* variety ‘Caidao’^28^ (for details, also see Supplementary Fig. S1).

In this study, we compared the transcriptomes of alkali-tolerant rice cultivar WD20342 and alkali-sensitive rice cultivar Caidao using RNA-seq analysis under control and alkaline stress conditions. The leaves of Caidao and WD20342 under control and stress conditions at the seedling stage were sequenced and differentially expressed genes (DEGs) and important alkali-responsive (IAR) genes were identified. Functional categorization of DEGs and IAR genes was conducted to reveal various metabolic pathways involved in responses to alkaline stress. Furthermore, the different alternative splicing of genes, novel transcripts and transcription factors in the two rice cultivars were also analyzed. Overall, our findings will provide a foundation for exploring the molecular mechanisms of alkali-resistant genes.

## Results

### Sequencing statistics

A total of 36.04 million, 40.16 million, 30.49 million and 44.12 million raw reads were obtained from the Caidao and WD20342 transcriptome libraries under the normal condition (control) (marked as CD and WD) and alkaline treatment (marked as CDT and WDT), respectively (Table 1). 

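RNA-seq was run on leaves of seedlings of 2 rice cultivars, Caidao, a japonica variety sensitive to alkaline stress, and WD20342, an indica variety resistant to it. Each cultivar had 3 replicates of the control (CD and WD) and 3 replicates kept for 36 h in 0.5% sodium carbonate at pH 11.37 (CDT and WDT), 12 samples in all, and each replicate pooled leaves of 5 plants. The paper gives the age of the seedlings by their number of leaves, and the sample labels give it as 14 days after germination. The authors removed reads with adapters, poly-N or low quality, aligned the rest with TopHat, counted reads per gene with HTSeq, and deposited the FPKM of each gene in each sample, that is, the number of fragments scaled by the length of the gene and by the total of the sample. Each sample lists the same 57264 genes, of which 55801 carry a rice locus identifier and 1278 are newly assembled transcripts. FPKM divides out the number of reads, so read counts are not in these values. The relative depth was worked out from the low values, because a gene with few reads takes FPKM values in 2 samples whose ratio is set by the depths alone. In percent of CD replicate 1, the depth was 100%, 111% and 92.4% in the CD replicates, 111%, 122% and 125% in CDT, 80.6%, 74.7% and 98.7% in WD and 123%, 143% and 124% in WDT. The mean depth of CDT, WD and WDT was therefore 118%, 83.8% and 129% of that of CD, where the paper's uniquely mapped reads in Table 1 come to 118%, 83.6% and 127%. WD replicate 2 had the lowest depth, so its low FPKM values rest on the fewest reads.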

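For the comparisons between groups, FPKM values were tested on the log2(FPKM + 0.1) scale with limma, with a trend of the variance on the mean and Benjamini-Hochberg adjustment, over genes with at least 1 FPKM in at least 3 of the samples compared. A log2 fold change on this scale understates the change of genes with low FPKM. On simulated data with the spread of the CD replicates, 82% of 200 genes changed by a log2 of 3 were called. With the spread of the WD replicates 32% were called, so a spread as wide as that of WD lowered the power. Both simulated groups had that spread, drawn independently for each gene, over genes with at least 1 FPKM in all 3 replicates. The spread of the treated groups was not simulated, so these shares are not the power of the real comparisons. The replicates of CD, CDT and WDT resembled each other (mean Spearman correlations across genes of 0.909 to 0.944 within CD, 0.889 to 0.921 within CDT and 0.936 to 0.946 within WDT). WD replicate 2 had a mean correlation of 0.526 with the other WD replicates, 0.550 with CD, 0.822 with CDT and 0.791 with WDT. All 3 WD replicates were kept, as the paper kept them, and each comparison was repeated with each sample left out.

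**Figure D1:**
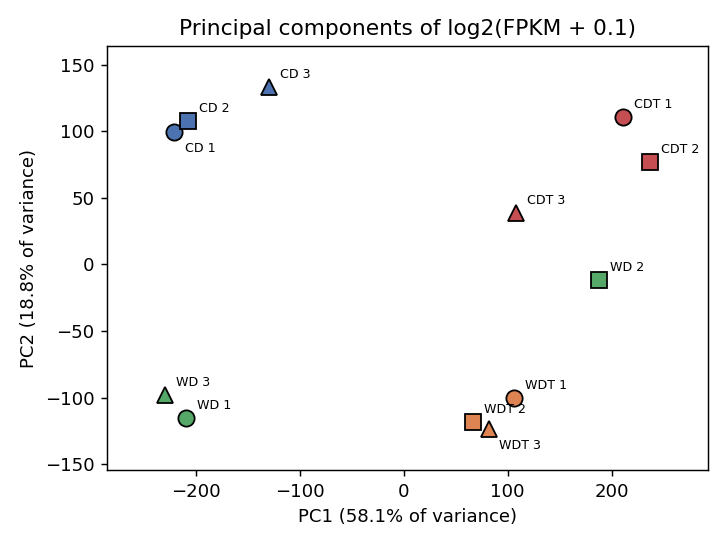
Principal components of log2(FPKM + 0.1) over the 23684 genes with at least 1 FPKM in at least 3 samples; the axes give scores on PC1 (58.1% of the variance) and PC2 (18.8%), each point is a sample, colours mark the groups and shapes the replicate number. WD replicates 1 and 3 lie at -210.0 and -229.7 on PC1 beside the CD samples, and WD replicate 2 lies at 188 within the range of the CDT samples (108 to 237).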

More than 91.43% high-quality reads (clean reads) were obtained and used for downstream analyses (Table 1 and Supplementary Table S1). The alignment results showed that 78.83–88.32% of clean reads from all twelve samples could be mapped on the reference genome (Supplementary Table S2). On average, approximately 30.44 (84.86%) and 29.46 (83.28%) million reads were uniquely mapped on the reference genome with TopHat for Caidao and WD20342, respectively. The assembly of mapped reads resulted in the identification of a total of 57264 genes and 1463 novel transcripts in all of the samples (Table 1). 

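The 57264 genes listed in each sample include the 1278 newly assembled transcripts. A further 89 genes with ChrSy names and 96 with ChrUn names are not counted as newly assembled here. The counts of newly assembled transcripts may therefore cover a narrower set than the paper's. Of all listed genes, 39957 had a FPKM above 0 in at least 1 of the 12 samples, and 23684 had at least 1 FPKM in at least 3. The number of newly assembled transcripts with at least 1 FPKM per sample was 752 ± 1.53 in CD, 419.7 ± 95.5 in CDT, 647 ± 161 in WD and 580.3 ± 16.2 in WDT (SD, n = 3 each). The 3 WD replicates had 752, 461 and 727 of them. Every CD sample had more than every CDT sample, while the values of WD and WDT overlapped.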

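Counted at 1 FPKM or more, the number of expressed genes per sample was 21679.7 ± 236 in CD and 17218 ± 1508 in CDT (SD, n = 3 each), a difference of 4462 genes. Every CD sample (21939, 21622 and 21478 genes) lay above every CDT sample (17087, 15780 and 18787), with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 samples against 3 allow. In WD20342 the number was 19640.3 ± 2305 in WD and 18992 ± 136 in WDT (SD, n = 3 each), a difference of 648 genes that is smaller than the spread within WD (exact permutation test, p = 0.700). The WD replicates had 21221, 16996 and 20704 expressed genes and the WDT replicates 18878, 19143 and 18956. With each sample left out in turn, the difference ran from 3743 to 5246 genes in Caidao and from -142 to 1970.2 in WD20342, where the lowest value was without WD replicate 1 and the highest without WD replicate 2. The alternative that moved the WD20342 difference most was to count genes with at least 1 FPKM in every replicate, which gave -2186 genes in WD20342 and 5581 in Caidao. The Caidao difference moved most after median-of-ratios scaling, to 2094 genes.

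**Figure D2:**
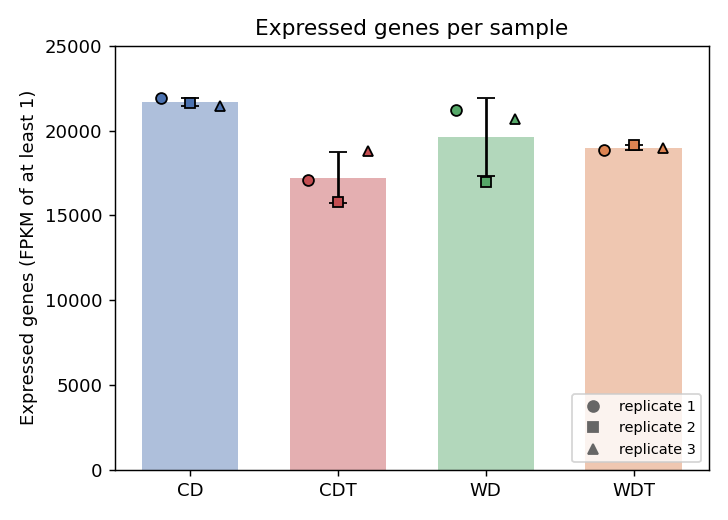
Number of expressed genes (at least 1 FPKM) per sample; bars are group means, error bars SD (n = 3) and points single samples with the replicate number as shape. The CD samples lie at 21939, 21622 and 21478 and the CDT samples at 17087, 15780 and 18787; WD replicate 2, at 16996, lies below all WDT samples and the other two WD replicates lie above them.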

Unlike WD, the number of genes expressed in CD is significantly reduced under alkaline stress (more than 4400) (Table 1). A total of 5186 genes were expressed in CD without expression in CDT (Supplementary Table S3). This result showed that alkaline stress had a greater effect on CD than WD.

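Taken on the mean of the replicates, 5186 genes had at least 1 FPKM in CD and under 1 FPKM in CDT. Their median of the mean FPKM was 2.92 in CD and 0.366 in CDT, so most were weakly expressed, and 1637 of them had at least 5 FPKM in CD. In 4573 of these genes every CD replicate was above every CDT replicate, and 3612 were under 1 FPKM in every CDT replicate. The count depended most on how low a gene had to fall: 874 genes had a mean under 0.1 FPKM in CDT, and 2572 had at least 1 FPKM in every CD replicate and under 1 in every CDT replicate. The same count in WD20342 gave 3196 genes with at least 1 FPKM in WD and under 1 in WDT, of which 2198 were also lost in Caidao. In the opposite direction, 1173 genes were expressed in CDT and not in CD, and 1065 in WDT and not in WD. Of the genes lost in Caidao, 4160, 996 and 4184 had at least 1 FPKM in WD replicates 1, 2 and 3, and 1566, 1854 and 1833 in the WDT replicates.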

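The drop in the number of expressed genes per sample, from the control mean to the treated mean, was 3814 genes larger in Caidao than in WD20342. The cultivar labels were permuted within the control samples and within the treated samples (400 relabellings), which takes the cultivars as alike in each condition. A difference between the cultivars in either condition alone could thus also lower p. In this two-sided permutation test over 3 samples in each group, p was 0.00500, the smallest value that these relabellings can give. This comparison was chosen after the values had been seen. After median-of-ratios scaling between the 12 samples, the alternative that moved it most among the settings that kept all samples, the difference was 2207 genes (permutation p = 0.0150). Without WD replicate 2 it was 2492 genes (permutation p = 0.00500), and without CD replicate 1 it was 3684 genes (permutation p = 0.0500). From the drop in expressed genes in CD and the genes expressed in CD without expression in CDT, the paper concludes that alkaline stress had a greater effect on CD than on WD.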

**Table 1:** Statistics of transcriptome sequencing results.

Sample	CD	CDT	WD	WDT
Raw reads	36040211	40164069	30489572	44115364
Clean reads	34151831	38468190	29004291	42498490
Total mapped	28376841 (83.09%)	33323238 (86.63%)	23726722 (81.80%)	36027328(84.77%)
Uniquely mapped	27939733 (81.81%)	32931934 (85.61)	23366350(80.56)	35567242 (83.69%)
Multiple mapped	437107 (1.28%)	391304 (1.02%)	360373 (1.24%)	460086 (1.08%)
Expressed gene	21680	17220	19642	18993
Novel transcripts	764	430	658	592

### Identification of DEGs

By comparing samples of the same rice cultivar in different conditions (control and stress) and different rice cultivars (Caidao and WD20342) in the same condition, we constructed four comparison groups: CDT vs. CD, WDT vs. WD, CD vs. WD and CDT vs.WDT. The volcano plots of the DEGs for the four groups are shown in Fig. 1. By restricting −log_10_ (Padj) > 1.3 (Padj < 0.05), the analysis revealed a total of 8122, 292, 746, and 1135 significant DEGs in CDT vs. CD, WDT vs. WD, CD vs. WD and CDT vs.WDT, respectively. 

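With limma on log2(FPKM + 0.1) and 3 samples in each group, 12799 of 21566 tested genes had an adjusted p under 0.05 in CDT vs CD, 554 of 20106 in WDT vs WD, 790 of 21953 in CD vs WD and 799 of 19175 in CDT vs WDT. At an unadjusted p under 0.05 the numbers were 13912, 4182, 2151 and 4932. The alternative that moved a count most was to leave out WD replicate 2, which gave 12007 DEGs in WDT vs WD, while leaving out any other sample of that comparison gave 0 (between 2161 and 2539 genes at an unadjusted p under 0.05). With each sample left out, the counts ran from 6141 to 13848 in CDT vs CD, from 0 to 2981 in CD vs WD and from 238 to 5689 in CDT vs WDT; the 0 in CD vs WD came without any 1 of the CD samples, with 587 to 844 genes at an unadjusted p under 0.05. With the replicate number as a block, a pairing taken from the replicate numbers in the sample labels, the 4 comparisons gave 10746, 0, 601 and 777 DEGs, with 2882 genes at an unadjusted p under 0.05 in WDT vs WD. The deviations of samples with the same number from their group means had a mean correlation across genes of -0.0785, and from -0.256 (CD and CDT) to 0.185 (CDT and WD) between single pairs of groups.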

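Among DEGs of CDT vs CD whose 3 replicates of one group all lay above the 3 of the other, the largest log2 fold changes upward were those of LOC_Os09g20260 (8.80, standard error 0.67, adjusted p = 0.000216) and LOC_Os04g52440 (8.61, standard error 0.84, adjusted p = 0.000357). The largest downward were those of LOC_Os05g29160 (-9.29, standard error 0.61, adjusted p = 0.000198) and LOC_Os02g20560 (-9.28, standard error 0.39, adjusted p = 0.000180). In WDT vs WD the largest upward were those of LOC_Os12g14440 (9.69, standard error 1.28, adjusted p = 0.0298) and LOC_Os08g08970 (9.41, standard error 0.87, adjusted p = 0.0245). The largest downward in WDT vs WD were those of LOC_Os10g42780 (-5.97, standard error 0.66, adjusted p = 0.0245) and LOC_Os04g55600 (-5.95, standard error 0.56, adjusted p = 0.0245). Neither of this pair was called in any fit that left out 1 sample, and in the fits without a WD sample fewer than 3 of the remaining samples reached 1 FPKM, so that they were not tested. The pair with the largest changes upward was called in 1 of its 6 such fits, the one without WD replicate 2. Each of the 4 genes of CDT vs CD was called in the 3 fits in which it could be tested. The files and tables used here do not pair these identifiers with gene names.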

The results indicated that significant differences in the level of gene expression occurred within not only the cultivars but also the treatments. 

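Of the 799 DEGs of CDT vs WDT, 384 were higher in CDT and 415 were higher in WDT. Of the 790 DEGs of CD vs WD, 638 were higher in CD and 152 were higher in WD. The split of CD vs WD changed with the WD sample left out: without WD replicate 2, 1675 genes were higher in CD and 1306 in WD, and without WD replicate 1 the numbers were 538 and 3. Without CDT replicate 3, CDT vs WDT had 1120 genes higher in CDT and 4569 higher in WDT, and without WDT replicate 1 it had 267 and 42, so the direction of the majority changed with the sample left out. After median-of-ratios scaling, 467 genes were higher in CDT and 338 in WDT.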

In the comparison groups with two different cultivars, 611 DEGs were up-regulated and 524 DEGs were down-regulated among the 1135 DEGs in CDT vs.WDT and there were 542 and 204 DEGs that were up-regulated or down-regulated among the 746 DEGs in CD vs. WD. The comparison between WDT vs. WD and CDT vs. CD revealed 229 up-regulated and 63 down-regulated DEGs in WDT vs. WD compared with 3557 up-regulated and 4565 down-regulated DEGs in CDT vs. CD. It was obvious that more DEGs were up-regulated in WDT vs. WD after alkaline stress, however, more DEGs were down-regulated in CDT vs. CD. Furthermore, more DEGs in the alkali-sensitive cultivar were alkaline stress responsive compared with the alkali-resistant cultivar under alkaline conditions (Fig. 1). This result indicated that alkaline stress had a greater effect on the alkali-sensitive cultivar than on the alkali-resistant cultivar. 

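In CDT vs CD, 2901 DEGs were up-regulated and 9898 were down-regulated under alkaline stress. In WDT vs WD, 214 were up-regulated and 340 were down-regulated. The share of up-regulated genes depended on the scaling between samples. After median-of-ratios scaling between samples the numbers were 5765 up-regulated and 5913 down-regulated in CDT vs CD, and 285 up-regulated and 364 down-regulated in WDT vs WD. Down-regulated genes outnumbered up-regulated ones in WDT vs WD without WD replicate 2 as well (8123 against 3884).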

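CDT vs CD had 12799 DEGs and WDT vs WD had 554. The difference between the 2 responses was tested in 1 limma fit over all 12 samples. In that fit 83 of 23684 genes had an interaction of cultivar and treatment with an adjusted p under 0.05 (2704 at an unadjusted p under 0.05), and in 76 of them the log2 fold change was lower in Caidao. With the replicate number as a block this number was 19. The median absolute log2 fold change over the same genes was 1.65 in CDT vs CD and 0.87 in WDT vs WD, a difference of 0.78. Leaving out WD replicate 2 moved this difference most, to 0.27 (1.66 against 1.39), and across the 12 fits that each left out 1 sample it stayed above 0 and reached at most 1.01. Across genes, which are not independent replicates, the 2 responses had a correlation of 0.706 and 79.7% of genes changed in the same direction. Without WD replicate 2 these values were 0.853 and 88.8%. From the larger number of DEGs in CDT vs CD, the paper concludes that alkaline stress had a greater effect on the alkali-sensitive cultivar than on the alkali-resistant one.

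**Figure D3:**
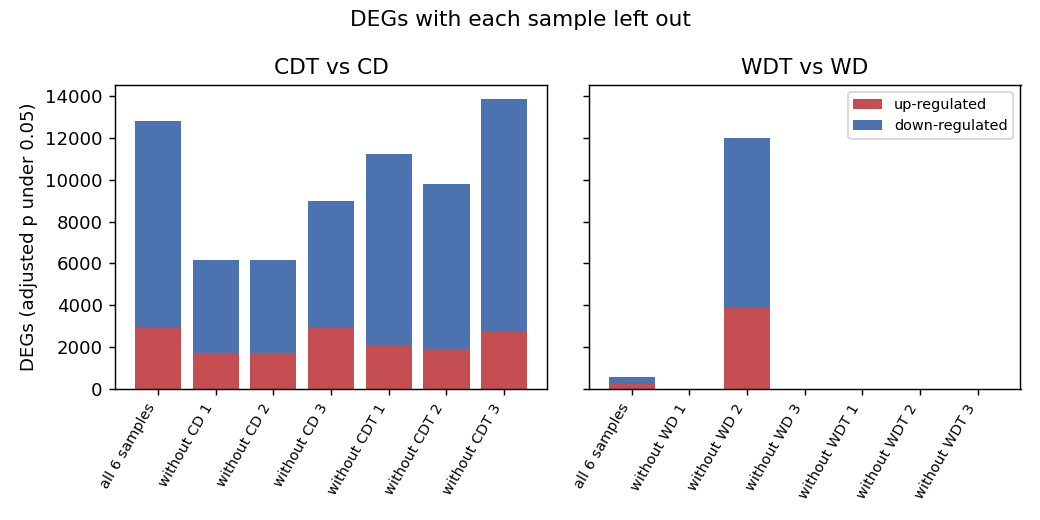
Number of up-regulated (red) and down-regulated (blue) DEGs at an adjusted p under 0.05 in CDT vs CD and in WDT vs WD, with all 6 samples and with each sample left out. CDT vs CD stays between 6141 and 13848 genes, and WDT vs WD has 554 genes with all samples, 12007 without WD replicate 2 and 0 without any other sample (at least 2161 at an unadjusted p under 0.05).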

Additionally, a total of 120 differentially expressed novel transcripts were identified in the four comparison groups.

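Of the 1278 newly assembled transcripts, 614 were differentially expressed in at least 1 of the 4 comparison groups (limma, adjusted p under 0.05). CDT vs CD had 533 of 724 tested, 49 up-regulated and 484 down-regulated. WDT vs WD had 16 of 634, CD vs WD had 109 of 793, and CDT vs WDT had 84 of 570. Without CD replicate 1, the sample whose absence lowered the total most, it was 264.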

**Figure 1:**
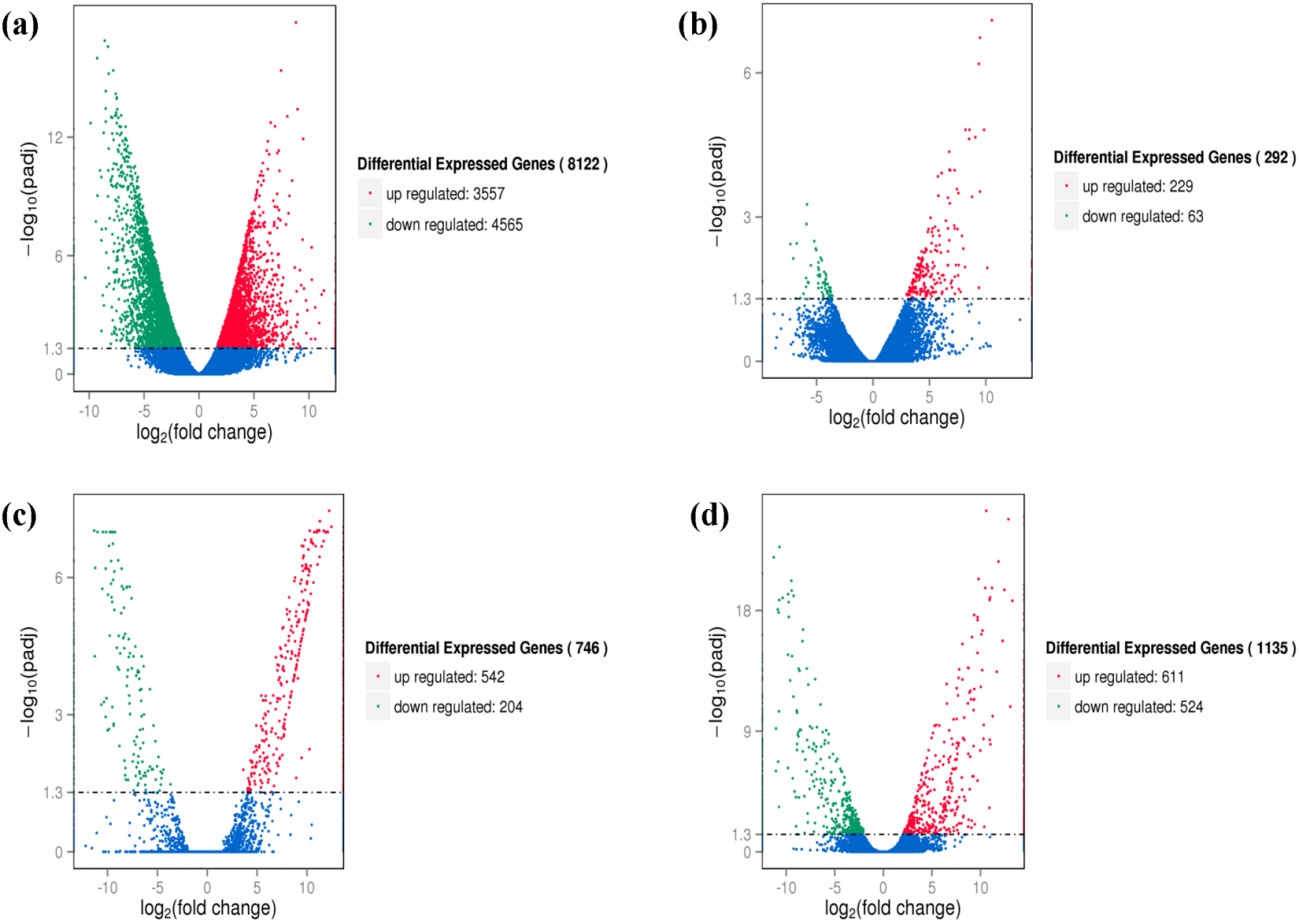
Volcano plots for expressed genes in the four comparison groups. Volcano plots for all the expressed genes in (**a**) CDT vs. CD, (**b**) WDT vs. WD, (**c**) CD vs. WD, and (**d**) CDT vs. WDT. X- and Y-axis present the *log*_2_(*ratio*) for the two samples and −*log*10(padj), respectively. Red (Up regulated) and green (down regulated) dots mean that the genes have significant difference, while the blue dots correspond to genes with no significant differences.

### Classification of DEGs

A total of 9078 unique DEGs were identified in all four groups. These DEGs could be divided into 15 disjointed subgroups, among which 81.92% (7437/9078), 0.57% (52/9078), 1.18% (107/9078), and 3.89% (353/9078) were group-specific DEGs in CDT vs. CD, WDT vs. WD, CD vs. WD and CDT vs.WDT, respectively. 

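The 4 comparison groups had 13407 unique DEGs. Of these, 11608 (86.6%) were DEGs only in CDT vs CD, 82 (0.612%) only in WDT vs WD, 112 (0.835%) only in CD vs WD and 204 (1.52%) only in CDT vs WDT. A further 450 genes were DEGs in both CDT vs CD and WDT vs WD and in no other group. These shares depended most on WD replicate 2: without it there were 16739 unique DEGs, of which 3030 were specific to CDT vs CD and 2477 to WDT vs WD.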

The Venn diagram of the 9078 unique DEGs in the four groups is shown in Fig. 2. 

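LOC_Os06g51050, on chromosome 6, had 3.43 ± 0.715 FPKM in CD, 53.6 ± 33.0 in CDT, 0.0509 ± 0.0882 in WD and 2.41 ± 1.63 in WDT (SD, n = 3 each). Its log2 fold change was 3.65 in CDT vs CD (standard error 0.61, adjusted p = 0.00192), 4.01 in WDT vs WD (standard error 0.74, adjusted p = 0.0512), 4.68 in CD vs WD (standard error 0.51, adjusted p = 0.00393) and 4.32 in CDT vs WDT (standard error 0.70, adjusted p = 0.0106). It was thus a DEG in 3 of the 4 groups at an adjusted p under 0.05. In WDT vs WD its 3 treated values all lay above the 3 control values. Its log2 fold change there without WD replicate 2 was 4.45 (adjusted p = 0.00242). The fits of WDT vs WD without any other sample called 0 genes. The fits of CD vs WD without any 1 CD replicate called 0 genes as well, so its call in that group was lost in them. With limma on these FPKM values, 1 gene was called in all 4 groups.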

Only one DEG (*LOC_Os06g51050*) was commonly expressed across all four groups.

**Figure 2:**
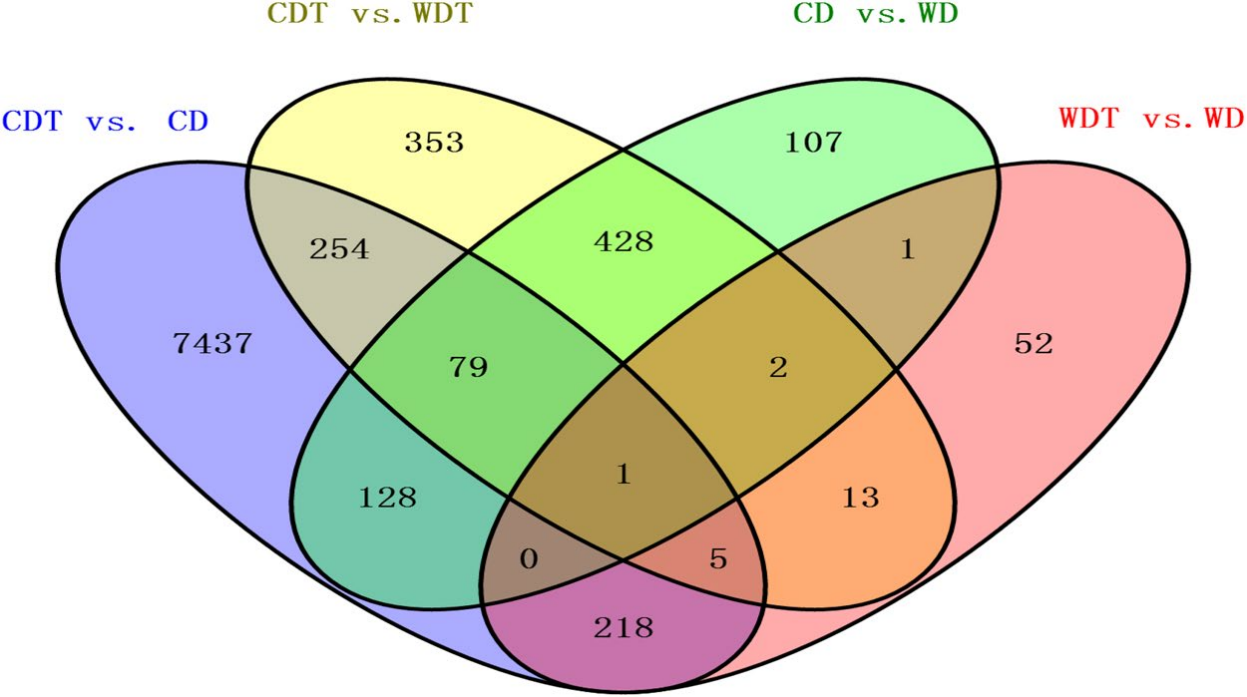
Venn diagrams for DEGs in the four comparison groups.

Among the 15 sets of DEGs, the eight groups that contained CD vs. WD were excluded from the downstream analysis because CD and WD were not treated by alkaline stress. The seven remained subgroups were further classified into three categories: genes from the sensitive cultivar with alkali-responsive (SAR), genes from the resistant cultivar with alkali-responsive (RAR), and common (non cultivar-specific) alkali-responsive (CAR) DEGs. These three categories contained 7691, 65 and 576 DEGs, respectively, composing 84.72%, 0.72% and 6.35% of the 9078 DEGs, respectively. 

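By the rules of Table 2, the DEGs found here divided into 11866 SAR, 95 RAR and 656 CAR genes, and the 790 genes called in CD vs WD were left out. SAR held 11608 genes called only in CDT vs CD and 258 called in CDT vs CD and CDT vs WDT. RAR held 82 genes called only in WDT vs WD and 13 called in WDT vs WD and CDT vs WDT. CAR held 204 genes called only in CDT vs WDT, 450 called in CDT vs CD and WDT vs WD, and 2 called in all 3. The classes moved most without WD replicate 2, where SAR had 3108, RAR 2631 and CAR 8019 genes. With the replicate number of the labels as a block, RAR had 0 genes, since no gene was called in WDT vs WD (2882 at an unadjusted p under 0.05).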

A total of 3, 301 and 32 novel transcripts were detected in the RAR, SAR and CAR, respectively (Supplementary Table S4). 

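All 3, 301 and 32 transcripts that Supplementary Table S4 lists as RAR, SAR and CAR were found among the genes of the files, and 297 of those listed as SAR carry the name of a newly assembled transcript. In the classes derived here from FPKM, 4 newly assembled transcripts were RAR, 469 SAR and 32 CAR. Of the transcripts of Table S4, 1 of the RAR, 219 of the SAR and 8 of the CAR fell in the same class.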

Detailed conditions for the classifying are shown in Table 2.

**Table 2:** Classification of three categories of DEGs.

Categories	Subgroups	Number of DEGs
SAR	Only CDT VS.CD	7437
	CDT VS.CD, CDT VS.WDT	254
RAR	Only WDT VS.WD	52
	WDT VS.WD, CDT VS.WDT	13
CAR	Only CDT VS.WDT	353
	CDT VS.CD, WDT VS.WD	218
	CDT VS.CD, WDT VS.WD, CDT VS.WDT	5

Subsequently, we primarily analyzed the above three categories of DEGs and screened important alkali-responsive (IAR) genes. Firstly, based on the expression levels of the three categories of DEGs, we performed a second round of DEG selection. There were 962 IAR genes screened by restricting padj < 0.01 and |log_2_ (*Ratio*) | å 5. 

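With an adjusted p under 0.01 and an absolute log2 fold change over 5 in at least 1 comparison of a gene's class, 1170 genes were IAR on the log2(FPKM + 0.1) scale. The pseudocount moved this number most, because it limits the fold change of genes that are near 0 FPKM in a group: 241 genes passed with a pseudocount of 1 and 1678 with 0.01. After median-of-ratios scaling 760 genes passed.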

Supplementary Table S5 shows detailed information on the 962 IAR genes in the final selection. 

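Of the IAR genes found here, 1071 were SAR, 6 RAR and 93 CAR. Without WD replicate 2 the numbers were 286, 124 and 928. Of the paper's SAR genes in Supplementary Table S5, 663 of 771 were called in the paper's direction in CDT vs CD, and 106 were under the FPKM minimum and not tested. In 759 of them all 3 CDT replicates lay apart from all 3 CD replicates in that direction. The fits without CD replicate 1, 2 and 3 called 260, 260 and 267 of the SAR genes, with 270, 270 and 269 tested. Those without CDT replicate 1, 2 and 3 called 567, 565 and 570, with 572, 572 and 573 tested. In WDT vs WD, 6 of the 406 SAR genes that could be tested were called in the same direction as in Caidao with all samples (365 were under the minimum), and 375 of the 395 that could be tested without WD replicate 2. Of the paper's RAR genes, 21 of 28 were called in WDT vs WD (27 tested). In CDT vs CD only 11 of the 28 could be tested, and 8 of these were called in the same direction. Of the 163 CAR genes, 98 were called in CDT vs CD (115 tested) and 68 in WDT vs WD (127 tested).

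**Figure D4:**
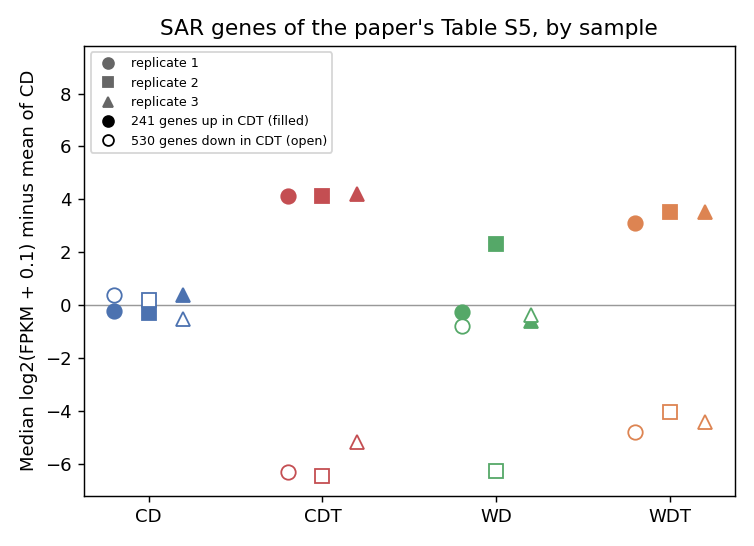
Median over the SAR genes of Table S5 of log2(FPKM + 0.1) minus the mean of the CD samples, for each sample; filled points are the 241 genes the paper lists as up-regulated in CDT and open points the 530 listed as down-regulated, with the replicate number as shape. The up-regulated genes lie at 4.13 to 4.21 in CDT, 3.09 to 3.53 in WDT, -0.25 and -0.60 in WD replicates 1 and 3 and 2.31 in WD replicate 2, and the down-regulated genes at -6.25 in WD replicate 2 against -0.78 and -0.38 in the other two.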

Among the 962 IAR genes, 28 were RAR, 771 were SAR and 163 were CAR.

### GO enrichment analysis

For all DEGs in the four comparison groups, a total of 4231(52.09%), 163(55.82%), 283(37.94%) and 471(41.50%) DEGs were assigned GO terms in CDT vs. CD, WDT vs. WD, CD vs. WD and CDT vs. WDT, respectively. The cellular protein metabolic process was the most significantly represented group in the biological process category, suggesting that extensive metabolic activities were occurring in the rice seedlings with alkaline treatment. Within the cellular component category, integral component of plasma membrane was the most significantly represented group, and anion binding was the most significantly represented group within the molecular functional category (Fig. 3).

**Figure 3:**
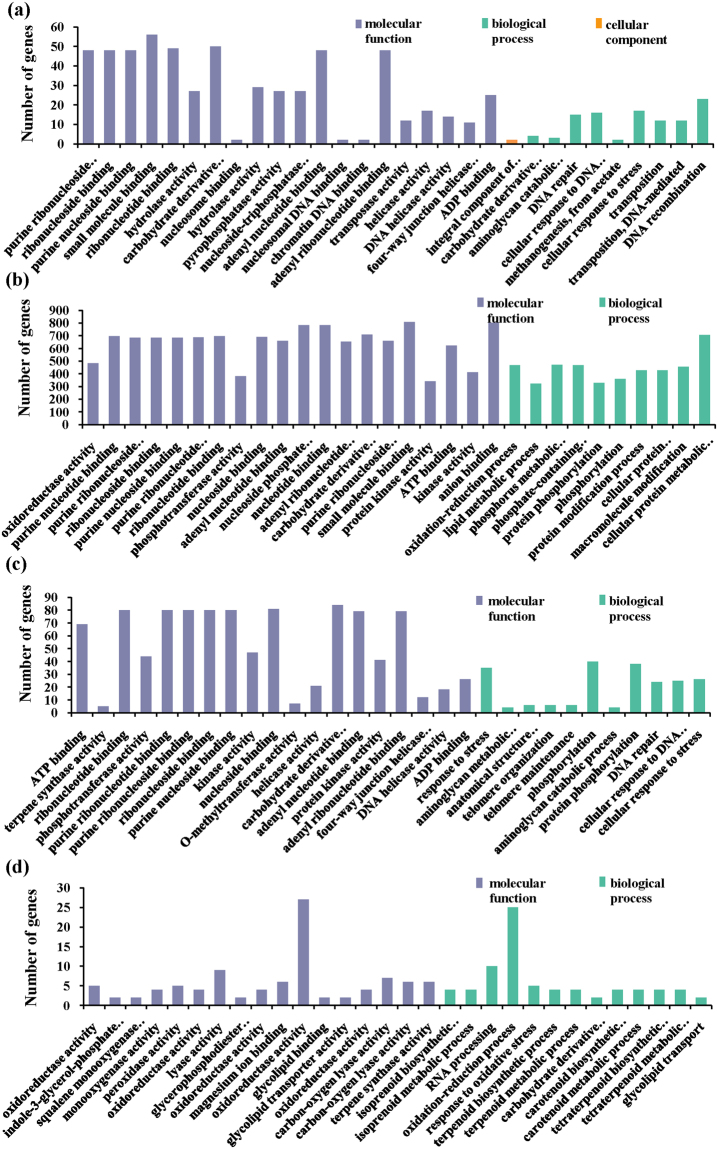
The most significantly-enriched GO terms of DEGs from the four comparison groups. (**a**) CD vs. WD, (**b**) CDT vs. CD, (**c**) CDT vs. WDT, (**d**) WDT vs. WD.

We further identified GO terms categories that were over-represented (*P*-value < 0.05) in DEGs of RAR, SAR and CAR (Fig. 4, Supplementary Table S6). Among the 28 DEGs that were RAR, 19 were involved in 86 different GO terms among which ten and eight DEGs were involved in various enzyme activities and metabolic processes, respectively (Fig. 4b). Among the ten DEGs involved in the response to enzyme activity, seven were up-regulated in WDT compared with WD. Moreover, more than five genes were involved in oxidoreductase activity. Two DEGs and one DEG were involved in terpene synthase and dioxygenase activity, respectively.

**Figure 4:**
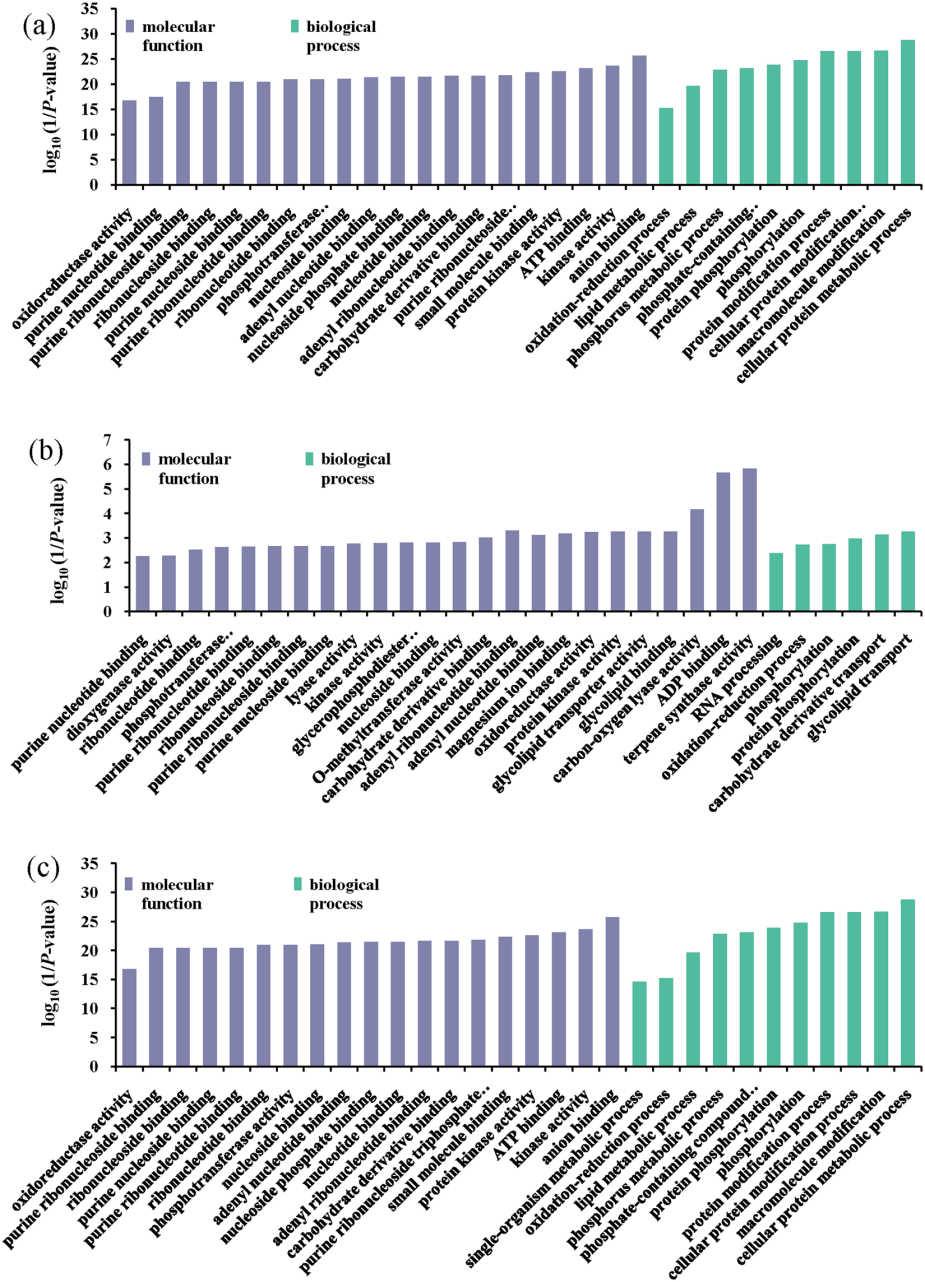
The most significantly-enriched GO terms of DEGs from SAR, RAR and CAR. (**a**) SAR, (**b**) RAR, (**c**) CAR.

For the selected 771 DEGs that were SAR, 481 had GO annotations and were involved in 429 different GO terms (Fig. 4a). Among 456 DEGs, 36 genes were involved in metabolic processes, such as cellular protein metabolic process, phosphate-containing compound metabolic process, lipid metabolic process and carbohydrate derivative metabolic process. Nineteen DEGs that were SAR also enriched in biosynthetic processes, such as lipid biosynthetic process, amide biosynthetic process and carbohydrate biosynthetic process. For the selected 163 DEGs that were CAR, 84 were involved in 278 different GO terms (Fig. 4c). Nineteen DEGs in CAR were involved in various enzyme activities, such as kinase activity, phosphotransferase activity and oxidoreductase activity.

### KEGG pathway enrichment analysis

To further investigate the DEGs that were involved and enriched in various metabolic pathways, pathway-based analysis was performed using the KEGG pathway database. In this analysis, 86 of 746 DEGs in the CD vs. WD, 2923 of 8122 DEGs in the CDT vs. CD, 150 of 1135 DEGs in the CDT vs. WDT and 115 of 292 DEGs in the WDT vs. WD were classified into 42, 119, 56 and 50 functional categories, respectively. We further identified over-represented KEGG Orthology (KO) terms (*P*-value < 0.05) and classified these terms into 26 categories (Table 3).

**Table 3:** Analysis of KEGG enrichment for DEGs from the four comparison groups.

KEGG pathway	Number of genes	*P*-value
**CD VS. WD**		
Peroxisome	4	0.00824
Citrate cycle (TCA cycle)	3	0.014718
Glyoxylate and dicarboxylate metabolism	3	0.021394
**CDT VS. CD**		
Ribosome	148	0.001675
Tryptophan metabolism	14	0.006377
Fatty acid degradation	26	0.008806
Plant hormone signal transduction	84	0.011027
Limonene and pinene degradation	12	0.015622
Porphyrin and chlorophyll metabolism	22	0.016304
alpha-Linolenic acid metabolism	21	0.017051
Phenylalanine, tyrosine and tryptophan biosynthesis	24	0.026828
Biosynthesis of secondary metabolites	296	0.027286
Valine, leucine and isoleucine degradation	21	0.031889
Glycerolipid metabolism	24	0.032142
Fatty acid metabolism	36	0.03252
Cutin, suberine and wax biosynthesis	12	0.039417
**CDT VS. WDT**		
Diterpenoid biosynthesis	5	0.000178
Biosynthesis of secondary metabolites	23	0.007861
Fatty acid elongation	3	0.010221
Limonene and pinene degradation	2	0.029038
Cutin, suberine and wax biosynthesis	2	0.040045
Stilbenoid, diarylheptanoid and gingerol biosynthesis	2	0.044012
**WDT VS. WD**		
Ribosome biogenesis in eukaryotes	9	4.97E-06
Plant hormone signal transduction	6	0.036989
Galactose metabolism	3	0.037562
Starch and sucrose metabolism	5	0.045365

For the selected 28 DEGs that were RAR, only one, *LOC_Os03g64260*, was involved in one over-represented pathway, the plant hormone signal transduction pathway (Table 4). Among the DEGs that were SAR, 72 of the 771 were involved in 15 different over-represented pathways among which nine were involved in plant hormone signal transduction pathways, 34 were involved in the biosynthesis of secondary metabolites pathways (Table 4). Among the 163 DEGs that were CAR, only six were involved in three different over-represented pathways, with one gene involved in the plant hormone signal transduction pathway, one gene involved in the alpha-Linolenic acid metabolism pathway and four genes involved in the biosynthesis of secondary metabolites pathways (Table 4). This result suggested that plant hormone signal transduction pathway and biosynthesis of secondary metabolites pathways might have a modulating effect on the regulation of alkali-responsive gene expression. These annotations will provide a valuable resource for investigating associated pathways of alkali-stress responses in rice.

**Table 4:** Analysis of KEGG enrichment for IAR DEGs from the three categories.

KEGG pathway	Number of genes	*P*-value
**RAR**		
Plant hormone signal transduction	1	0.036989
**SAR**		
Ribosome	6	0.001675
Tryptophan metabolism	1	0.006377
Fatty acid degradation	3	0.008806
Plant hormone signal transduction	9	0.011027
Porphyrin and chlorophyll metabolism	2	0.016304
alpha-Linolenic acid metabolism	2	0.017051
Phenylalanine, tyrosine and tryptophan biosynthesis	1	0.026828
Biosynthesis of secondary metabolites	34	0.027286
Valine, leucine and isoleucine degradation	1	0.031889
Glycerolipid metabolism	1	0.032142
Fatty acid metabolism	2	0.032520
Cutin, suberine and wax biosynthesis	6	0.039417
Limonene and pinene degradation	1	0.029038
Stilbenoid, diarylheptanoid and gingerol biosynthesis	1	0.044012
Diterpenoid biosynthesis	2	0.000178
**CAR**		
Biosynthesis of secondary metabolites	4	0.027285
Plant hormone signal transduction	1	0.011027
alpha-Linolenic acid metabolism	1	0.017051

### Identification of differentially expressed transcription factors

Transcription factors (TFs) play critical roles in responding to various types of abiotic stress^29^. In this study, we analyzed differential expression of TFs in CDT vs. CD, WDT vs. WD, CD vs. WD and CDT vs.WDT. A total of 576 TFs were differentially expressed in all four groups. These TFs were included in 69 TF families, such as MYB (47), WRKY (40), NAC (39), AP2-EREBP (35), bHLH (31), and bZIP (30) (Supplementary Fig. S2). Among these 576 TFs, one was RAR, 58 were SAR and 15 were CAR (Fig. 5). Some of these TFs were involved in responses to various abiotic stresses according to previous studies. In future investigations, whether other TFs also play important roles in the alkaline stress response and in plant tolerance to stress challenges in general will be important to determine.

**Figure 5:**
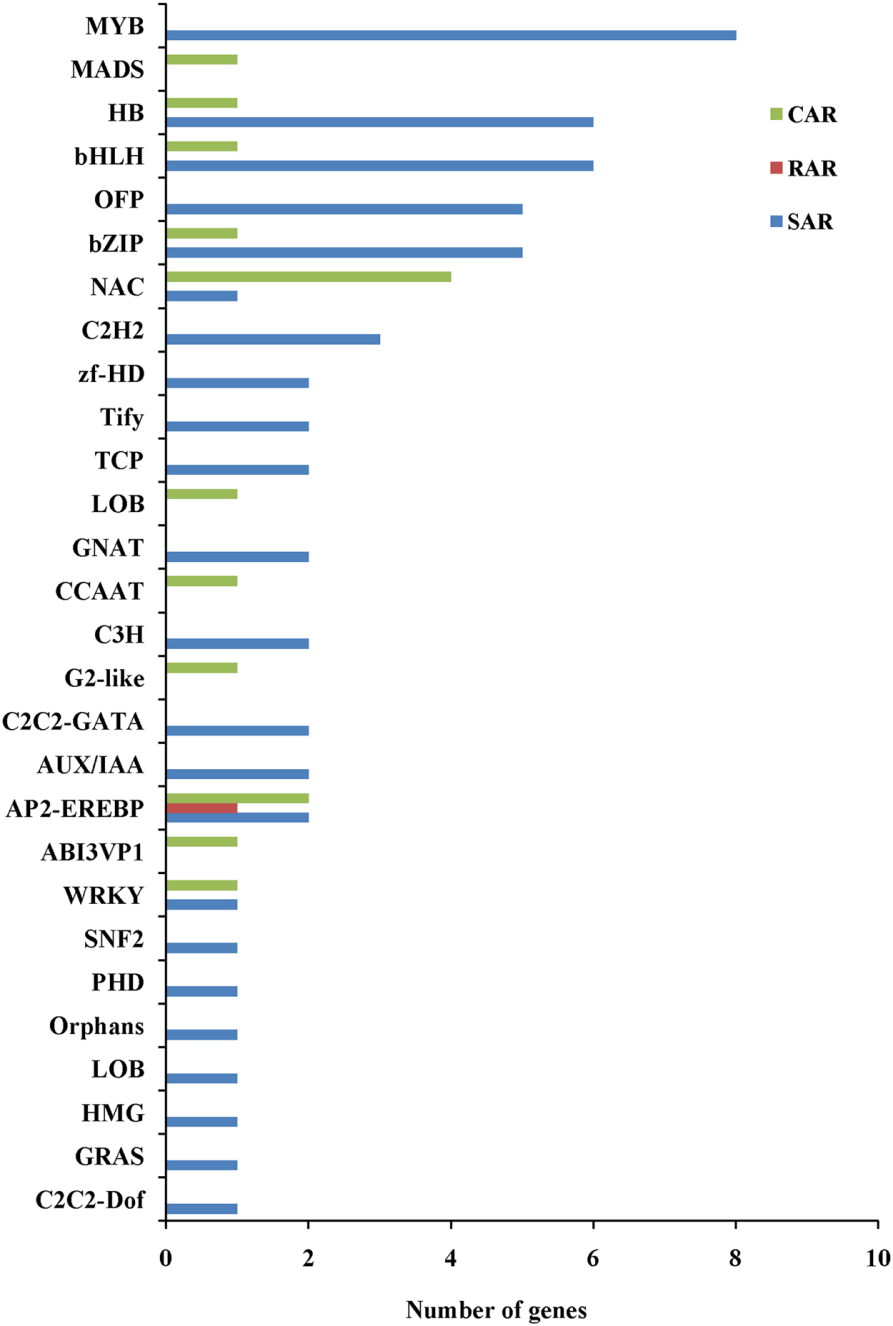
Transcription factor families of the DEGs in CAR, RAR and SAR.

### Differential alternative splicing analysis

Alternative splicing (AS) is an important mechanism in the regulation of eukaryotic genes^30^. We defined five primary classes of AS events: retained intron (RI), skipping exon (SE), alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), and the mutually exclusive exon (MXE). In this study, we detected differential alternative splicing (DAS) in the four comparison groups. In total, 2838 (1110, 532, 445 and 751 DAS in CDT vs. CD, WDT vs. WD, CD vs. WD and CDT vs.WDT, respectively) DAS that distributed across 1512 genes were identified (Fig. 6) (FDR < 0.05). SE and RI were the most predominant DAS types (>65%) in the four comparison groups.

**Figure 6:**
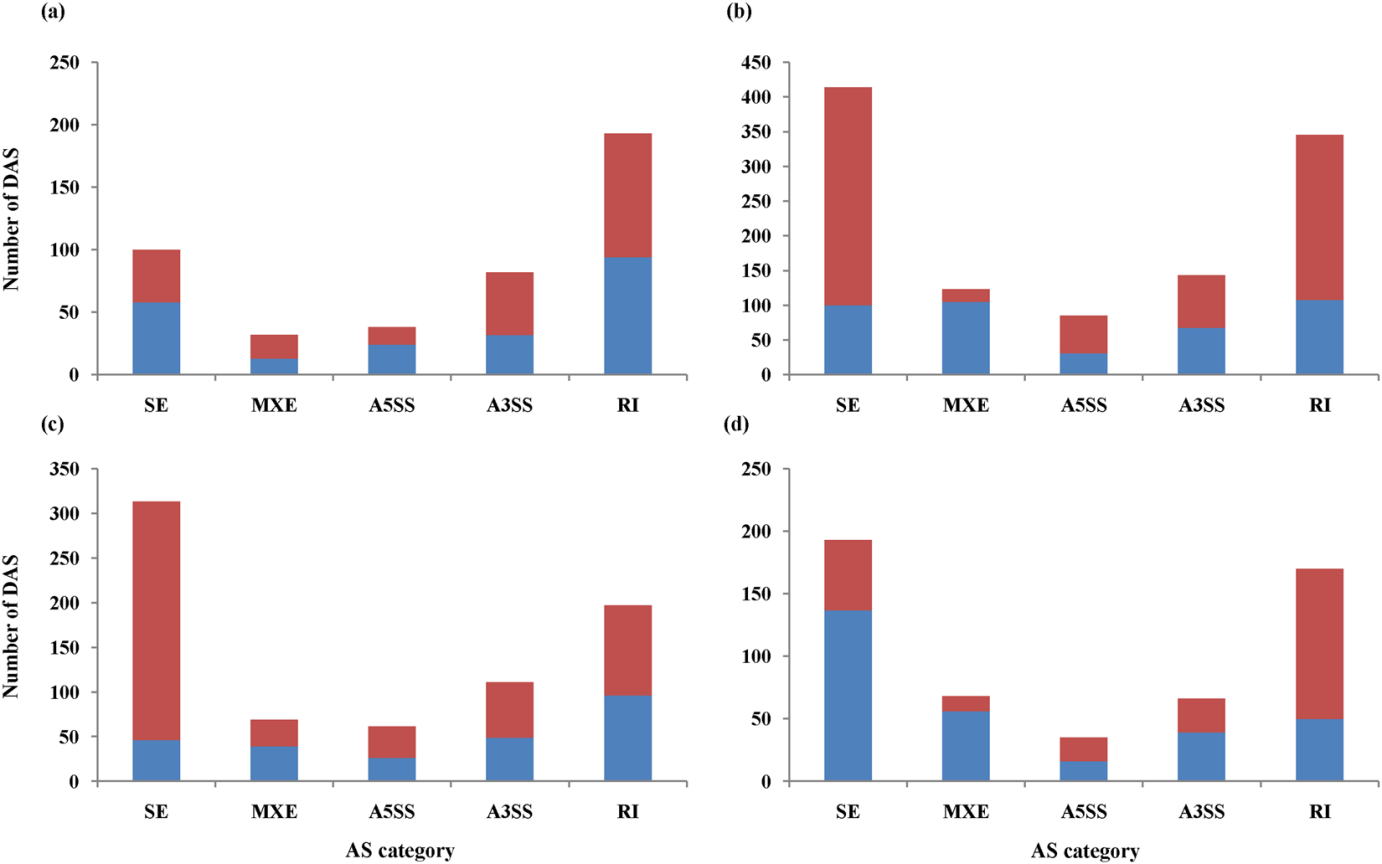
Differential alternative splicing (DAS) events in the four comparison groups. (**a**) CD vs. WD, (**b**) CDT vs. CD, (**c**) CDT vs. WDT, (**d**) WDT vs. WD. The blue bars represent up-regulated DAS events and the red bars represent down-regulated DAS events.

For the selected 771 DEGs that were SAR, nine occurred with DAS in CDT vs. CD or CDT vs.WDT. *LOC_Os04g52500* and *LOC_Os02g54254* occurred simultaneously with MXE and SE in CDT vs. CD. *LOC_Os06g13560* occurred with RI both in CDT vs. CD and CDT vs.WDT. The remaining six genes occurred with either MXE or SE in CDT vs. CD or CDT vs.WDT (Table 5).

**Table 5:** Differential alternative splicing analysis for IAR DEGs from the three categories.

Event type	Groups	Gene	FDR
**SAR**			
MXE	CDT VS. CD	*LOC_Os04g52500*	1.95E-25
		*LOC_Os05g11560*	4.51E-11
		*LOC_Os02g54254*	7.72E-24
	CDT VS. WDT	*LOC_Os02g09810*	1.86E-10
		*LOC_Os05g39770*	2.53E-42
RI	CDT VS. CD	*LOC_Os06g13560*	1.55E-09
	CDT VS. WDT	*LOC_Os06g13560*	0.005939
SE	CDT VS. CD	*LOC_Os04g52500*	3.87E-07
		*LOC_Os02g54254*	1.11E-19
	CDT VS. WDT	*LOC_Os03g49380*	7.09E-44
		*LOC_Os04g10060*	0.000605
		*LOC_Os02g02210*	0.043366
**CAR**			
A3SS	CDT VS. CD	*LOC_Os05g46460*	1.09E-06
	CDT VS. WDT	*LOC_Os05g46460*	7.49E-08
MXE	CDT VS. WDT	*LOC_Os08g30020*	0.011291
		*LOC_Os12g26290*	3.87E-64
	WDT VS. WD	*LOC_Os05g46460*	0.002765
		*LOC_Os08g30020*	0.000242
		*LOC_Os12g26290*	5.73E-46
RI	CDT VS. CD	*LOC_Os05g46460*	1.14E-16
	CDT VS. WDT	*LOC_Os05g46460*	1.83E-05
	WDT VS. WD	*LOC_Os07g38840*	7.74E-08
SE	CDT VS. WDT	*LOC_Os03g55660*	1.99E-07
		*LOC_Os05g33570*	6.07E-05
	WDT VS. WD	*LOC_Os12g26290*	0.008074

Among the 163 DEGs that were CAR, six occurred with DAS. *LOC_Os05g46460* occurred simultaneously with A3SS and RI in CDT vs. CD and CDT vs. WDT. *LOC_Os08g30020* and *LOC_Os12g26290* occurred with MXE both in WDT vs. WD and CDT vs.WDT. Furthermore, *LOC_Os12g26290* also occurred simultaneously with MXE and SE in WDT vs. WD (Table 5).

### qRT-PCR validation

To confirm the accuracy and reproducibility of the Illumina RNA-Seq results, ten representative genes were chosen to validate the levels of expression before and after the alkaline treatment by quantitative real-time PCR (qRT-PCR). The validation results for the ten genes are shown in Fig. 7. Four genes, *LOC_Os02g49160*, *LOC_Os02g24700*, *LOC_Os06g04590* and *LOC_Os12g40900*, were SAR, three genes, *LOC_Os03g64260*, *LOC_Os08g07100*, and *LOC_Os08g04500*, were RAR and the final three genes, *LOC_Os05g46460*, *LOC_Os08g30020* and *LOC_Os12g26290*, were CAR. Among these ten genes, the four genes that belonged to SAR were all involved in the auxin signal transduction pathway. *LOC_Os03g64260* was involved in the ethylene signal transduction pathway, *LOC_Os08g04500* and *LOC_Os08g07100* were involved in terpene synthase activity. The final three genes that were CAR all occurred with DAS in the comparison groups. 

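In CDT vs CD all 4 SAR genes fell to near 0 FPKM. LOC_Os02g49160 had 5.88 ± 0.413 FPKM in CD and 0.0968 ± 0.120 in CDT (SD, n = 3 each), a log2 fold change of -5.10 (standard error 0.55, adjusted p = 0.000443), from limma with Benjamini-Hochberg adjustment. LOC_Os02g24700 had 8.64 ± 5.27 FPKM in CD and 0.0634 ± 0.0629 in CDT (SD, n = 3 each), a log2 fold change of -5.55 (standard error 0.68, adjusted p = 0.000669). LOC_Os06g04590 had 35.3 ± 15.3 FPKM in CD and 0.0473 ± 0.0820 in CDT (SD, n = 3 each), a log2 fold change of -7.96 (standard error 0.57, adjusted p = 0.000202). LOC_Os12g40900 had 21.9 ± 11.4 FPKM in CD and 0.106 ± 0.153 in CDT (SD, n = 3 each), a log2 fold change of -6.80 (standard error 0.71, adjusted p = 0.000411). The genes lie on chromosomes 2, 2, 6 and 12 by their locus numbers. With each sample left out in turn, the log2 fold changes stayed between -5.57 and -4.70, -6.23 and -5.13, -8.39 and -7.63, and -7.37 and -6.41, and each gene was called in the 3 fits that left out a CDT sample. In the fits without a CD sample fewer than 3 samples reached 1 FPKM, and the genes were not tested there. In WD20342 the same genes had 3.48 ± 3.01, 1.95 ± 1.70, 7.46 ± 8.18 and 9.88 ± 9.35 FPKM in WD and 1.04 ± 0.0741, 0.185 ± 0.231, 0.0414 ± 0.0717 and 0.500 ± 0.310 in WDT (SD, n = 3 each), and each was at 0 FPKM in WD replicate 2. Of the 4 only LOC_Os02g49160 could be tested in WDT vs WD (log2 fold change -0.31, standard error 1.61, adjusted p = 0.940). Without WD replicate 2 its log2 fold change was -2.22 (adjusted p = 0.00247), and its direction reversed without WD replicate 1 (0.66) or 3 (0.63).

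**Figure D5:**
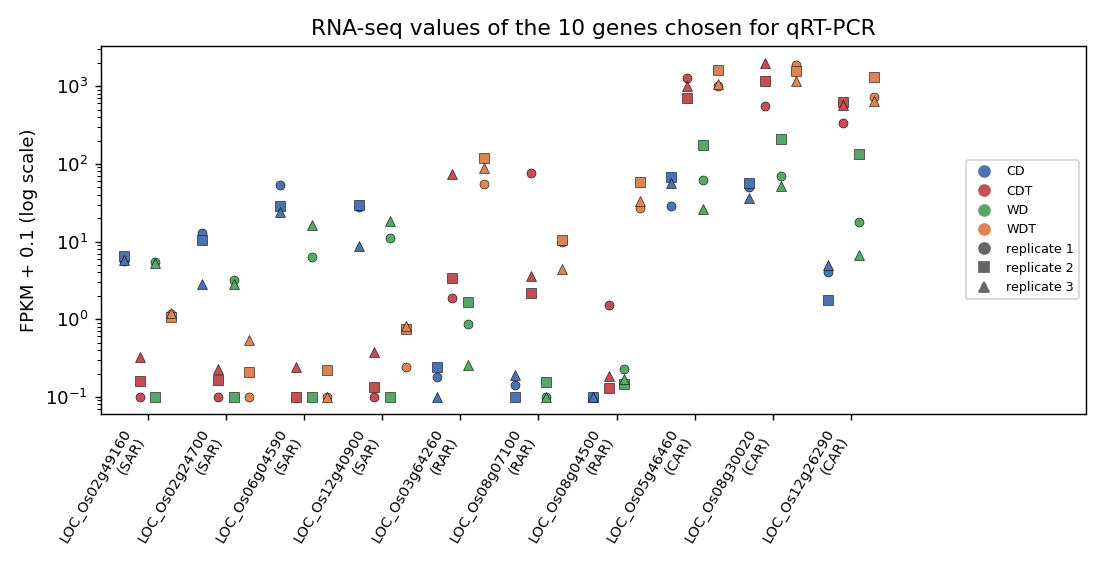
FPKM + 0.1, on a log axis, of the 10 genes chosen for qRT-PCR in each of the 12 samples; colours mark the groups and shapes the replicate number. The 4 SAR genes lie under 0.5 in every CDT sample, LOC_Os08g04500 reaches 39.9 ± 16.9 FPKM in WDT (SD, n = 3) against 0.513 ± 0.791 in CDT, and the 3 CAR genes rise in both cultivars.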

Based on the RNA-seq results, the four genes that were SAR were all down-regulated in expression in CDT vs. CD. 

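LOC_Os03g64260 had 0.833 ± 0.706 FPKM in WD and 87.6 ± 32.4 in WDT (SD, n = 3 each), a log2 fold change of 6.85 (standard error 0.77, adjusted p = 0.0245), from limma. LOC_Os08g07100 had 0.0187 ± 0.0323 FPKM in WD and 8.16 ± 3.32 in WDT (SD, n = 3 each), a log2 fold change of 6.06 (standard error 0.60, adjusted p = 0.0245). LOC_Os08g04500 had 0.0831 ± 0.0431 FPKM in WD and 39.9 ± 16.9 in WDT (SD, n = 3 each), a log2 fold change of 7.72 (standard error 0.53, adjusted p = 0.0245). The genes lie on chromosomes 3, 8 and 8, and in each the 3 WDT values lay above the 3 WD values. When each sample was left out the log2 fold changes stayed between 6.11 and 7.46, 5.84 and 6.46, and 7.39 and 7.96, but each gene kept an adjusted p under 0.05 only without WD replicate 2. With the replicate number of the labels as a block none was called (adjusted p = 0.220 for each). The first 2 genes also rose in CDT vs CD. LOC_Os03g64260 had 0.0730 ± 0.0707 FPKM in CD and 26.2 ± 41.0 in CDT (SD, n = 3 each), a log2 fold change of 5.57 (standard error 1.26, adjusted p = 0.00670), and LOC_Os08g07100 had 0.0441 ± 0.0453 FPKM in CD and 27.6 ± 43.0 in CDT (SD, n = 3 each), a log2 fold change of 5.92 (standard error 1.22, adjusted p = 0.00457). Their CDT replicates differed widely, at 1.76, 3.25 and 73.5 FPKM for LOC_Os03g64260 and 77.3, 2.05 and 3.54 for LOC_Os08g07100. LOC_Os08g04500 had 0 ± 0 FPKM in CD and 0.513 ± 0.791 in CDT and was under the minimum for the test in CDT vs CD.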

*LOC_Os03g64260*, *LOC_Os08g04500* and *LOC_Os08g07100* were all up-regulated in WDT compared with WD. Moreover, *LOC_Os05g46460* and *LOC_Os08g30020* were up-regulated in CDT vs. CD and WDT vs. WD, simultaneously. 

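LOC_Os05g46460 had 51.0 ± 19.8 FPKM in CD and 994 ± 295 in CDT (SD, n = 3 each), a log2 fold change of 4.32 (standard error 0.45, adjusted p = 0.000409), from limma. In WD20342 it had 87.1 ± 77.2 FPKM in WD and 1235 ± 348 in WDT, a log2 fold change of 4.21 (standard error 0.74, adjusted p = 0.0474). LOC_Os08g30020 had 47.9 ± 10.0 FPKM in CD and 1247 ± 728 in CDT (SD, n = 3 each), a log2 fold change of 4.54 (standard error 0.51, adjusted p = 0.000531). In WD20342 this gene had 110.2 ± 86.8 FPKM in WD and 1548 ± 355 in WDT, a log2 fold change of 4.06 (standard error 0.63, adjusted p = 0.0354). Both genes were called in CDT vs CD with any 1 sample left out, and in WDT vs WD only with all samples or without WD replicate 2. The genes lie on chromosomes 5 and 8. LOC_Os12g26290, on chromosome 12, had 3.51 ± 1.64 FPKM in CD and 514 ± 157 in CDT, a log2 fold change of 7.23 (standard error 0.46, adjusted p = 0.000198). In WD20342 its values were 17.8, 134 and 6.60 FPKM in the WD replicates and 898 ± 375 in WDT, a log2 fold change of 5.08 (standard error 1.10, adjusted p = 0.0713), and without WD replicate 2 the log2 fold change was 6.28 (adjusted p = 0.000614).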

The relative trends in the expression patterns of the qRT-PCR results were all consistent with the RNA-Seq data, although some differences were detected in the absolute expression levels (Fig. 7).

**Figure 7:**
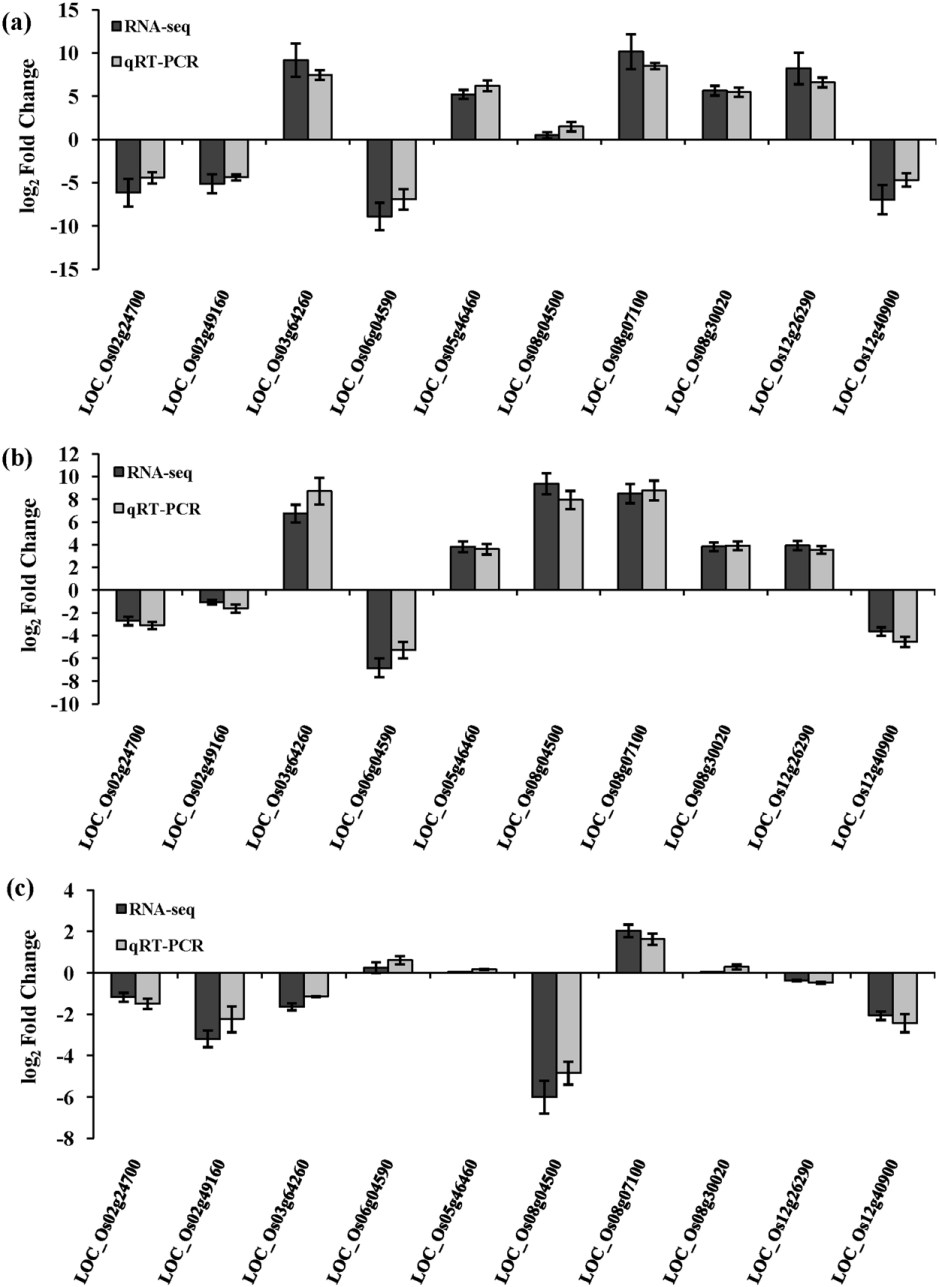
Comparison of RNA-seq results and qRT-PCR analysis of gene expression levels. (**a**) Log_2_ fold change of 10 genes in CDT vs. CD. (**b**) Log_2_ fold change of 10 genes in WDT vs. WD. (**c**) Log_2_ fold change of 10 genes in CDT vs. WDT.

## Discussion

Alkalinity is a highly stressful environmental factor that limits plant growth and production^31–33^. Alkaline stress and salt stress are often interconnected and may induce mixed effects, such as osmotic, specific ion and high-pH effects, and therefore are difficult to control and engineer^34–36^. Studies have used stress-responsive genes to improve the resistance of rice to adverse environments by gene transformation^37–39^, and many genes are involved in the responses of rice to various abiotic stresses^40–43^. Studies in recent years have provided valuable information on the molecular mechanisms for stress resistance in plants based on morphological, physiological and molecular responses.

It has been reported, more genes were responded in leaves than roots under stress treatment^25,27^. According to our observation, alkaline stress-sensitive (WD20342) and stress-tolerant rice (Caidao) cultivar showed obvious phenotypic difference in leaves when using 0.5% Na_2_CO_3_ treatment after 36 h, but only showed subtle difference roots after 36 h. Therefore, in order to obtain gain a deeper understanding of the gene level variations between the alkaline stress-sensitive and stress-tolerant rice cultivars, we performed transcriptomic analyses of leaves of two rice varieties (WD20342 and Caidao) under two experimental conditions (control and alkaline). The statistical analysis revealed a total of 9078 unique DEGs in four comparison groups. By further selecting DEGs with large differences and low padj in expression levels among paired samples, 962 DEGs were ultimately selected as important alkali-responsive (IAR) genes. Among these DEGs, we found that some of the genes were involved in responding to salt stress or improving tolerance to high-salinity stress, according to previous studies. 

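LOC_Os11g45740, on chromosome 11, had 11.2 ± 12.2 FPKM in CD and 195 ± 15.6 in CDT (SD, n = 3 each), a log2 fold change of 4.67 (standard error 0.68, adjusted p = 0.00115) in CDT vs CD from limma. Its CD replicates had 3.27, 5.09 and 25.2 FPKM, and with each sample left out in turn the log2 fold change stayed between 4.08 and 5.54, with an adjusted p under 0.05 in all 6 fits.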

For example, *LOC_Os11g45740* was differentially expressed between CDT and CD, with log_2_ (CDT/CD) = 5.1017. In fact, *LOC_Os11g45740* is a rice R2R3-type MYB transcription factor gene, *Jamyb*, overexpressing in transgenic *Arabidopsis* that improves tolerance to high-salinity stress during seed germination^44^. Kothari *et al*.^45^ found that *OsAMTR1* (*LOC_Os05g39770*) was stress-responsive and showed increased expression under salt stress treatments. In our study, some of the genes related to rice responses to salt stress, such as *OsHAK21* (*LOC_Os03g37930*)^46^, *OsCYL2* (*LOC_Os06g43180*)^47^ and *Oshox12* (*LOC_Os03g10210*)^48^, also had very high absolute log_2_ fold-change values between the two samples in our experiment. Among the above five genes, *LOC_Os03g10210*, which was up-regulated by 6.7045 and 4.4174 fold in CDT vs. CD and WDT vs. WD, respectively. 

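The gene lies on chromosome 3. LOC_Os03g10210 had 3.28 ± 0.408 FPKM in CD and 184 ± 195 in CDT (SD, n = 3 each), a log2 fold change of 4.43 (standard error 1.30, adjusted p = 0.0196) from limma. Across the fits that each left out 1 sample it stayed between 3.21 and 6.19, called in 2 of the 6 fits. In WD20342 it had 32.4 ± 25.9 FPKM in WD and 497 ± 224 in WDT, a log2 fold change of 4.09 (standard error 0.67, adjusted p = 0.0393). The WD replicates had 62.3, 18.7 and 16.3 FPKM, and without WD replicate 2 the log2 fold change was 3.84 (adjusted p = 0.00381). No other leave-one-out fit of WDT vs WD called the gene, nor did the limma fit with the replicate number as a block (adjusted p = 0.220). Its CDT replicates had 6.25, 153 and 393 FPKM, a spread larger than the CDT mean.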

*LOC_Os03g37930* was up-regulated by 6.7620 and 6.3568 fold in CDT vs. CD and WDT vs. WD, respectively. 

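This gene also lies on chromosome 3. In CDT vs CD, LOC_Os03g37930 had 0.0295 ± 0.0512 FPKM in CD and 1.80 ± 1.04 in CDT (SD, n = 3 each), a log2 fold change of 3.82 (standard error 0.52, adjusted p = 0.000965) from limma. When 1 sample at a time was left out it stayed between 3.40 and 4.12, called in the 3 fits in which enough samples reached 1 FPKM for a test. In WD20342 it had 0.0844 ± 0.118 FPKM in WD and 7.69 ± 7.62 in WDT, a log2 fold change of 5.07 (standard error 0.94, adjusted p = 0.0529). The WD replicates had 0.0339, 0.219 and 0 FPKM, and without WD replicate 2 the log2 fold change was 5.56 (adjusted p = 0.00285).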

*LOC_Os05g39770* was up-regulated by 5.8191 and 2.6475 fold in CDT vs. CD and WDT vs. WD, respectively. 

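The gene lies on chromosome 5. LOC_Os05g39770 had 26.5 ± 7.05 FPKM in CD and 728 ± 132 in CDT (SD, n = 3 each), a log2 fold change of 4.79 (standard error 0.35, adjusted p = 0.000212) from limma. Over the leave-one-out fits it stayed between 4.63 and 4.99, called in all 6 fits. In WD20342 it had 78.3 ± 78.9 FPKM in WD and 507 ± 203 in WDT, a log2 fold change of 3.08 (standard error 0.77, adjusted p = 0.0963). The WD replicates had 38.7, 169 and 27.1 FPKM, and without WD replicate 2 the log2 fold change was 3.88 (adjusted p = 0.000917).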

*LOC_Os06g43180* was down-regulated by 5.3941 and 2.4419 fold in CDT vs. CD and WDT vs. WD, respectively. 

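The gene lies on chromosome 6. In CDT vs CD, LOC_Os06g43180 had 14.9 ± 3.08 FPKM in CD and 0.180 ± 0.205 in CDT (SD, n = 3 each), a log2 fold change of -5.96 (standard error 0.60, adjusted p = 0.000382) from limma. In the fits without 1 of the samples it stayed between -6.52 and -5.59, called in the 3 fits in which enough samples reached 1 FPKM for a test. In WD20342 it had 18.5 ± 16.2 FPKM in WD and 2.14 ± 1.27 in WDT, a log2 fold change of -1.79 (standard error 1.70, adjusted p = 0.604). The WD replicates had 24.1, 0.344 and 31.2 FPKM, and without WD replicate 2 the log2 fold change was -3.78 (adjusted p = 0.00162).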

*LOC_Os11g45740* was up-regulated by 5.1017 and 0.7044 fold in CDT vs. CD and WDT vs. WD, respectively. However, some salt stress-responding genes of rice were not included in the 962 IAR DEGs. 

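In CDT vs CD the log2 fold change of LOC_Os11g45740 was 4.67 (standard error 0.68, adjusted p = 0.00115 from limma). In WD20342 the gene had 34.2 ± 53.4 FPKM in WD and 64.3 ± 11.5 in WDT (SD, n = 3 each), a log2 fold change of 2.88 (standard error 1.52, adjusted p = 0.350). The WD replicates had 5.65, 95.8 and 1.09 FPKM, so the second replicate lay above the WDT mean, and without it the log2 fold change was 4.61 (adjusted p = 0.00181). The difference between the cultivars' responses was 1.80 in log2 (standard error 1.80, adjusted p = 0.644).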

We offer two potential explanations for the inconsistencies between our results and those of previous studies. Firstly, two different stress conditions were imposed in the studies. The previous studies were conducted under conditions of salt (NaCl) stress, whereas our study was based on RNA-seq of four samples under conditions of alkaline (Na_2_CO_3_) stress. Secondly, another possible explanation was that many salt stress-responding genes of rice had very low absolute log_2_ fold-change values in our experiment and therefore were excluded from the subsequent analyses. Further verification of the alkaline response of the identified genes in the two stress conditions using a combination of experimental designs would be of value.

In addition, we found that some of the DEGs were involved in ion transporter. Solute transport system is one of the major ways in which organisms interact with the environment. Transport is controlled by integral membrane proteins, of which one of the largest groups is the ATP-bind cassette (ABC) transporter protein^49^. Five and two ABC transporter genes were up-regulated and down-regulated in CDT vs. CD, respectively. 

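Of the 6 ABC transporter genes of Table 6, 5 rose and 1 fell in CDT vs CD, each with an adjusted p under 0.05 from limma. LOC_Os08g43120 had 0.445 ± 0.180 FPKM in CD and 144 ± 52.9 in CDT (SD, n = 3 each), a log2 fold change of 8.04 (standard error 0.45, adjusted p = 0.000198). LOC_Os11g39020 had 43.2 ± 26.1 FPKM in CD and 344 ± 230.0 in CDT (SD, n = 3 each), a log2 fold change of 2.94 (standard error 0.59, adjusted p = 0.00400). LOC_Os11g05700 had 9.74 ± 10.3 FPKM in CD and 35.5 ± 21.4 in CDT (adjusted p = 0.0321), with replicates of the groups that overlapped and a log2 fold change of 1.75 to 3.04 across the fits that left out 1 sample, and was called in 2 of these 6 fits. LOC_Os09g39910 rose from 23.6 ± 8.65 to 94.9 ± 17.6 FPKM, a log2 fold change of 2.06 (standard error 0.37, adjusted p = 0.00260). LOC_Os08g30770 was low in both groups, at 0.512 ± 0.0642 and 2.50 ± 0.573 FPKM, with a log2 fold change of 2.07 (standard error 0.44, adjusted p = 0.00529), and was called in 1 of the fits that left out 1 sample (in 3 of the 6 it could be tested). LOC_Os12g22110 fell from 3.93 ± 1.97 to 0.256 ± 0.105 FPKM, a log2 fold change of -3.39 (standard error 0.59, adjusted p = 0.00219). Of the other 4 genes, LOC_Os11g39020 and LOC_Os09g39910 were called in all 6 of these fits, and LOC_Os08g43120 and LOC_Os12g22110 in the 3 in which they could be tested. The values after each ± are SD over 3 replicates.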

Two *ALMT* genes were differentially expressed between CDT and CD (Table 6). 

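LOC_Os06g15779, on chromosome 6, had 12.6 ± 2.90 FPKM in CD and 1.21 ± 0.689 in CDT (SD, n = 3 each), a log2 fold change of -3.43 (standard error 0.55, adjusted p = 0.00171) from limma, and was called with any 1 sample left out. LOC_Os10g42180, on chromosome 10, had 1.34 ± 0.207 FPKM in CD and 2.41 ± 1.25 in CDT (SD, n = 3 each). Its log2 fold change from limma was 0.69 (standard error 0.52, adjusted p = 0.280). The difference, without scaling between samples, lay within the spread of the CDT replicates (2.13, 1.31 and 3.77 FPKM). The log2 ratio of group means after median-of-ratios scaling, an alternative chosen after seeing the values, was 1.72.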

The ALMT gene family has been considered as an important mechanism for plant resistance to abiotic stress^49^. 

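LOC_Os04g49570 (GLR3.1), on chromosome 4, had 11.4 ± 0.785 FPKM in CD and 1.15 ± 0.647 in CDT (SD, n = 3 each), a log2 fold change of -3.36 (standard error 0.54, adjusted p = 0.00169) from limma. Leaving out each sample in turn kept the log2 fold change between -3.72 and -2.86, and the gene was called in all 6 fits. In WD20342 it had 5.03 ± 3.16 FPKM in WD and 1.88 ± 0.887 in WDT, a log2 fold change of -1.23 (standard error 0.78, adjusted p = 0.436), and the log2 fold change was -1.89 (adjusted p = 0.0198) without WD replicate 2.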

A gene (*LOC_Os04g49570*) encoding GLR was down-regulated in CDT vs. CD after alkaline stress (Table 6). GLR was involved in many biological processes including light signaling, root-tip meristematic cell activity, pollen tube growth, cytosolic calcium ion flux and response to varied biotic and abiotic stresses^50^. 

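LOC_Os10g40600 (NRT1.1B), on chromosome 10, had 30.0 ± 6.97 FPKM in CD and 0.156 ± 0.137 in CDT (SD, n = 3 each), a log2 fold change of -6.98 (standard error 0.53, adjusted p = 0.000216) from limma, and was called in the 3 leave-one-out fits in which it could be tested. The other two NRT genes were too low for the test, which needed at least 1 FPKM in at least 3 of the 6 samples. LOC_Os02g02190 (OsNRT2.2), on chromosome 2, had 0.0116 ± 0.0201 FPKM in CD and 0.279 ± 0.170 in CDT, and LOC_Os01g50820 (OsNRT2.3), on chromosome 1, had 0.244 ± 0.161 FPKM in CD and 0.740 ± 0.417 in CDT (SD, n = 3 each).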

Three *NRT* genes differentially expressed between CDT and CD (Table 6), which encode the NRTs and might be involved in the transfer of nitrate^51^. Among them, *LOC_Os10g40600* also differentially expressed between WDT and WD. 

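In WD20342, LOC_Os10g40600 had 35.1 ± 32.7 FPKM in WD and 2.97 ± 0.320 in WDT (SD, n = 3 each), a log2 fold change of -1.35 (standard error 2.23, adjusted p = 0.783) from limma. Its WD replicates had 40.3, 0.0801 and 64.8 FPKM, so WD replicate 2 lay below all WDT values (2.60, 3.20 and 3.10 FPKM). Without WD replicate 2 the log2 fold change was -4.07 (adjusted p = 0.000588), and without WD replicate 3 it reversed to 0.18.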

*OsNRT2.3b* is located on the plasma membrane, expresses mainly in the phloem, and has a regulatory motif on the cytosolic side that acts to switch nitrate transport activity on or off by a pH-sensing mechanism.

**Table 6:** List of transport-related genes among the DEGs detected by RNA-Seq.

Gene ID (name)	Gene annotation/Function	FDR	Log_2_FC
*LOC_Os12g22110*	ABC-2 type transporter	0.00334	−3.0193
*LOC_Os11g39020*	ABC transporter	0.007371	3.9748
*LOC_Os11g05700*	ABC transporter	0.023961	2.8287
*LOC_Os09g39910*	ABC transporter	0.001744	3.0473
*LOC_Os08g43120*	ABC transporter	1.55E-07	9.4171
*LOC_Os08g30770*	ABC transporter	0.00254	3.3529
*LOC_Os04g49570* (*GLR3.1*)	Glutamate receptor (GLR)	0.005568	−2.4478
*LOC_Os10g42180*	Aluminum activated malate transporter (ALMT)	0.049301	1.7209
*LOC_Os06g15779*	Aluminum activated malate transporter (ALMT)	0.00494	−2.521
*LOC_Os10g40600* (*NRT1.1B*)	Nitrate transporter (NRT)	4.35E-12	−6.7887
*LOC_Os02g02190* (*OsNRT2.2*)	High-affinity Nitrate Transporter	0.011704	5.4363
*LOC_Os01g50820* (*OsNRT2.3*)	High-affinity Nitrate Transporter	0.019461	2.5345
*LOC_Os03g06410*(*OsMAPKKK1*)	Mitogen-activated protein kinase kinase kinase	0.003639	2.3836
*LOC_Os02g54600* (*OsMKK4*)	Mitogen-activated protein kinase (MAPK)	0.006223	2.6097
*LOC_Os09g36420* (*OsHSP50.2*)	Heat shock protein HSP)	0.012639	−2.5661
*LOC_Os08g39140* (*hsp82A*)	Heat shock protein (HSP)	0.009624	2.3063
*LOC_Os03g16860* (*OsHSP71.1*)	Rice heat shock protein gene	0.001602	3.0682
*LOC_Os12g41490*	Cysteine-rich receptor-like protein kinase (CPK)	8.61E-06	4.345
*LOC_Os11g44860*	Cysteine-rich receptor-like protein kinase (CRK)	0.039593	2.3565

Moreover, we compared the DEGs obtained in this study with different groups of gene that are associated with different abiotic stress. Heat shock proteins (HSPs) are a series of proteins which are significantly expressed in organisms when plants respond to environmental stress. The HSP of plants plays a key role in reliving the injury caused by heat stress and improving the thermo-tolerance^52^. 

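LOC_Os03g16860 (OsHSP71.1), on chromosome 3, had 85.1 ± 42.0 FPKM in CD and 349 ± 107 in CDT (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.52, adjusted p = 0.00865) from limma, and was called with any 1 sample left out. LOC_Os08g39140 (hsp82A), on chromosome 8, had 50.6 ± 16.7 FPKM in CD and 122 ± 24.4 in CDT, a log2 fold change of 1.30 (standard error 0.37, adjusted p = 0.0170), and was called in 3 of the 6 fits that left out 1 sample. LOC_Os09g36420 (OsHSP50.2), on chromosome 9, had 1.06 ± 0.308 FPKM in CD and 0.0749 ± 0.0809 in CDT and was under the minimum for the test.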

Three HSP genes differentially expressed between CDT and CD (Table 6). Receptor-like kinases (RLKs) are protein kinases existing in plants, and play an essential role in many plant signal transduction pathways. Cysteine-rich receptor-like kinases (CRKs) are a large subgroup of RLKs and have been found to be involved in plant response to abiotic stresses^53^. Two CRK genes differentially expressed between CDT and CD (Table 6). 

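LOC_Os12g41490, on chromosome 12, had 0.341 ± 0.402 FPKM in CD and 3.68 ± 1.90 in CDT (SD, n = 3 each), a log2 fold change of 3.34 (standard error 0.72, adjusted p = 0.00549) from limma, and was called in the 3 leave-one-out fits in which it could be tested. LOC_Os11g44860, on chromosome 11, had 0.402 ± 0.212 FPKM in CD and 0.996 ± 0.288 in CDT (SD, n = 3 each) and was under the minimum for the test, at least 1 FPKM in at least 3 of the 6 samples.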

The MAPK cascade is an important signaling module and plays a critical role in response to biotic and abiotic stresses as well as plant growth and development^54^. Two MAPK genes also genes differentially expressed between CDT and CD (Table 6).

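LOC_Os03g06410 (OsMAPKKK1), on chromosome 3, had 16.1 ± 3.27 FPKM in CD and 43.1 ± 7.14 in CDT (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.31, adjusted p = 0.00570) from limma, and was called with any 1 sample left out. LOC_Os02g54600 (OsMKK4), on chromosome 2, had 73.0 ± 36.1 FPKM in CD and 219 ± 49.0 in CDT, a log2 fold change of 1.67 (standard error 0.42, adjusted p = 0.0102), and was called in 4 of those 6 fits. In WD20342 the log2 fold changes were 0.99 (adjusted p = 0.117) and 1.89 (adjusted p = 0.0646), and without WD replicate 2 they were 0.98 (adjusted p = 0.00933) and 1.81 (adjusted p = 0.00545).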

GO enrichment analysis was used to reveal preferred GO terms and putative functional annotation for the DEGs. GO enrichment analysis revealed that the DEGs were enriched in responses to various stimuli or stresses, such as response to oxidative stress, metal ion, Gram-negative bacterium, drug, stimulus, chemical, stress, DNA damage stimulus and biotic stimulus. Similar to salt stress, alkaline stress is a typical abiotic stress^55^, and enrichment for the DEGs in the stimuli or stresses terms illustrated that the selected DEGs might be actual alkali-responsive DEGs. For example, the response to oxidative stress may contribute to the removal of active oxygen by increasing the activity of antioxidant enzymes^56,57^. Based on previous research, salt, drought, or cold stress causes an imbalance between the productions of reactive oxygen species (ROS) and antioxidant defenses. Such an imbalance results in oxidative stress, which causes toxic effects to all components of the cell, including proteins, lipids, and DNA, and therefore is one of the primary causes of plant damage caused by environmental stress^58–60^. In the present study, the response to the oxidative stress was enriched in CDT vs. CD, WDT vs. WD, and CDT vs. WDT but reduced in CD vs. WD. As we indicated, the DEGs in the comparison groups CDT vs. CD, WDT vs. WD, and CDT vs. WDT were all exposed to alkaline stress, but CD vs. WD was not treated. Moreover, two and two DEGs that enriched in ROS metabolic process were up-regulated and down-regulated in CDT vs. CD, respectively. One DEG that enriched in ROS biosynthetic process was up-regulated in CDT vs. CD. These five genes were only differentially expressed between CDT and CD. Therefore, the enrichment for related processes in the selected DEGs further supported their alkaline responsiveness.

KEGG enrichment analysis was performed to identify related pathways for the 962 IAR DEGs that were involved and enriched in this study. The plant hormone signal transduction pathway is one of the important pathways in plants^61,62^. Responses to adverse environmental conditions must be rapid and accurately coordinated to activate the necessary physiological changes that ensure plant growth and development, and these adaptive responses are usually mediated by plant hormones^63,64^. The primary plant hormones include auxin, cytokinin, gibberellin, ABA, ethylene, brassinosteroid, and jasmonic acid^65^.

Of the 962 IAR DEGs, ten were involved in plant hormone signal transduction pathways, including eight SAR (*LOC_Os02g49160*, *LOC_Os02g24700*, *LOC_Os04g56680*, *LOC_Os12g40900*, *LOC_Os04g32480*, *LOC_Os09g26780*, *LOC_Os06g04590* and *LOC_Os11g04600*), one RAR (*LOC_Os03g64260*) and one CAR (*LOC_Os01g64000*). Among these ten DEGs, *LOC_Os02g49160*, *LOC_Os02g24700*, *LOC_Os04g56680*, *LOC_Os12g40900* and *LOC_Os06g04590* were involved in the auxin signal transduction pathway, *LOC_Os04g32480* and *LOC_Os09g26780* were involved in the jasmonic acid signal transduction pathway, *LOC_Os11g04600* was involved in the salicylic acid signal transduction pathway, *LOC_Os01g64000* was involved in the abscisic acid signal transduction pathway, and the remaining one gene, *LOC_Os03g64260*, participated in the ethylene signal transduction pathway. 

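Both genes of the jasmonic acid pathway rose in CDT vs CD. LOC_Os04g32480 had 0.518 ± 0.0463 FPKM in CD and 34.5 ± 7.07 in CDT (SD, n = 3 each), a log2 fold change of 5.79 (standard error 0.40, adjusted p = 0.000198), from limma. LOC_Os09g26780 had 12.1 ± 3.11 FPKM in CD and 226 ± 95.7 in CDT (SD, n = 3 each), a log2 fold change of 4.16 (standard error 0.40, adjusted p = 0.000342). Both were called in each leave-one-out fit in which they could be tested (3 and 6 of 6). In WDT vs WD their log2 fold changes were 3.93 (adjusted p = 0.205) and 3.80 (adjusted p = 0.199), and without WD replicate 2 they were 5.63 (adjusted p = 0.000743) and 5.24 (adjusted p = 0.00295). LOC_Os11g04600, of the salicylic acid pathway, had 1.86 ± 1.68 FPKM in CD and 0.0195 ± 0.0170 in CDT and was under the minimum for the test there, and in WD20342 it had 3.11 ± 1.31 FPKM in WD and 0.0532 ± 0.00439 in WDT, a log2 fold change of -4.31 (standard error 0.55, adjusted p = 0.0291). That call was kept in 0 of the 6 fits that left out 1 sample, of which 3 could test the gene, and not with the replicate number of the labels as a block (adjusted p = 0.220). LOC_Os03g64260, of the ethylene pathway, had a log2 fold change of 6.85 (standard error 0.77, adjusted p = 0.0245) in WDT vs WD and a log2 fold change of 5.57 (standard error 1.26, adjusted p = 0.00670) in CDT vs CD. With 1 sample left out it was called in WDT vs WD only without WD replicate 2.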

The five genes involved in the auxin signal transduction pathway were all down-regulated in CDT compared with CD, and *LOC_Os06g04590* had the highest absolute CDT to CD fold-change ratio [log_2_ (CDT/CD) = −8.892]. 

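All 5 auxin genes fell in CDT vs CD, and every CDT replicate lay below every CD replicate in each of them. With 1 sample left out, each was called in the 3 fits in which it could be tested. LOC_Os06g04590 had the largest change, from 35.3 ± 15.3 to 0.0473 ± 0.0820 FPKM (SD, n = 3 each), a log2 fold change of -7.96 (standard error 0.57, adjusted p = 0.000202) from limma. LOC_Os12g40900 followed at -6.80, LOC_Os04g56680 at -6.24 (standard error 0.73, adjusted p = 0.000582), LOC_Os02g24700 at -5.55 and LOC_Os02g49160 at -5.10. Since all 5 were near 0 FPKM in CDT, the pseudocount of 0.1 bounds these log2 fold changes, and their order follows the FPKM in CD. In WD20342 not all of them reached the minimum for the test, and the differences of the mean log2(FPKM + 0.1) between WDT and WD were -4.05, -2.38, -1.24, -2.11 and -0.31 in the same order, with 0 FPKM in WD replicate 2 for each.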

For these five genes, the annotation functions were auxin-responsive small auxin-up RNA (SAUR) gene family member.

Auxin is an important plant hormone that is closely related with plant resistance to adverse environmental conditions^66^, Auxin can induce rapid and transient expression of some genes^67^, which primarily include auxin response factor genes (ARF) and primary auxin response genes (Aux/IAA, GH3, SAUR and LBD). In the current study, many members of auxin gene families were involved in rice responses to stress. For example, *OsIAA6* was induced in rice under high salt and drought condition^68^, and ABA and drought can improve transcription of GH3 to help maintain endogenous auxin at an appropriate level in rice^69^. Although the functions of Aux / IAA and GH3 family genes have been extensively studied, research on SAUR remains scarce.

The auxin-response signal transduction pathway is shown in Fig. 8. When the concentration of auxin increases, auxin combines with transport inhibitor response 1 (TIR1), causing Aux/IAA ubiquitination and degradation. Then, the auxin response factor (ARF) is released, which further activates the expression of SAUR genes. During this process, *LOC_Os02g49160* and *LOC_Os12g40900* encode an Aux/IAA gene, and *LOC_Os04g56680*, *LOC_Os06g04590* and *LOC_Os02g24700* encode a SAUR gene. Among these five genes, *LOC_Os12g40900* (*OsIAA3*) is one of the IAA gene family members whose expression increases rapidly in response to auxin^70^.

**Figure 8:**
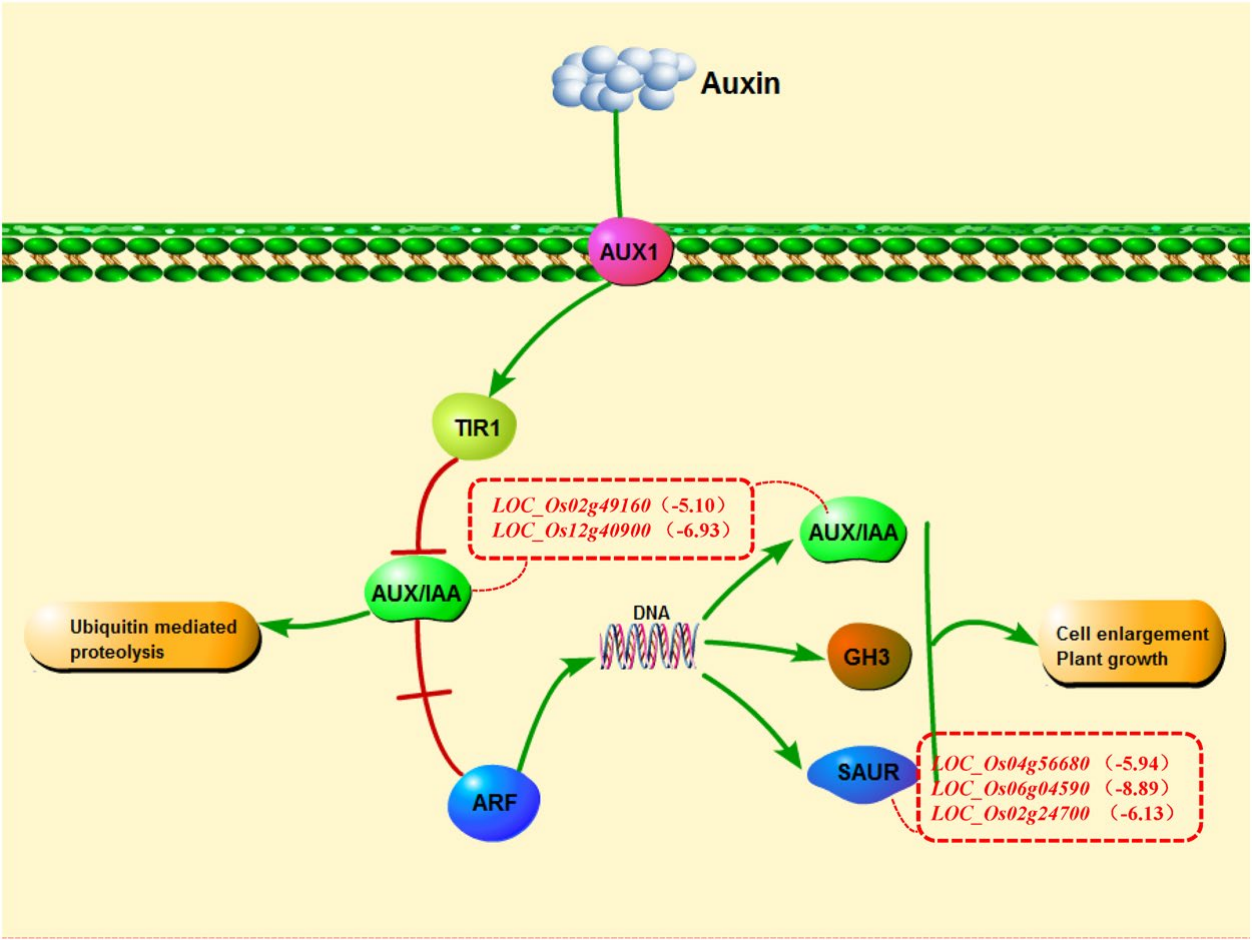
Five IAR genes involve in the plant hormone (Auxin) signal transduction pathway in KEGG.

In plants, the phytohormone abscisic acid (ABA) plays a major role in the responses to a wide range of stresses, including drought, high salinity, and low temperature, and in developmental processes such as seed maturation, dormancy, and germination. AREB (ABA-responsive element binding protein)/ABF (ABRE binding factors) transcription factors can recognize and regulate the expression of ABA-responsive genes and enhance the ability of plant resistance to environmental stresses. 

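LOC_Os01g64000, on chromosome 1, was called in CDT vs CD (adjusted p = 0.00135 from limma) and not in WDT vs WD (adjusted p = 0.105), which by the rules of Table 2 places it in SAR here. Without WD replicate 2 it was called in both (adjusted p = 0.00111 in WDT vs WD).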

One DEG, *LOC_Os01g64000*, that is related to the abscisic acid signal transduction pathway was found in only CAR. This DEG was up-regulated by 6.1496 and 3.5871 fold in CDT vs.CD and WDT vs. WD, respectively. 

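LOC_Os01g64000 had 0.525 ± 0.460 FPKM in CD and 19.6 ± 11.4 in CDT (SD, n = 3 each), a log2 fold change of 5.12 (standard error 0.78, adjusted p = 0.00135) in CDT vs CD. Leaving out 1 sample at a time, it stayed between 4.42 and 5.70. In WD20342 the gene had 1.27 ± 1.83 FPKM in WD and 17.2 ± 9.69 in WDT, a log2 fold change of 4.64 (standard error 1.21, adjusted p = 0.105), with WD replicates at 0.384, 3.38 and 0.0448 FPKM, and without WD replicate 2 the log2 fold change was 5.88 (adjusted p = 0.00111). The difference between the responses of the 2 cultivars was 0.47 in log2 (standard error 1.53, adjusted p = 0.898).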

In summary, analysis of plant hormone signal transduction pathways indicated that associated pathways were putatively alkali-responsive ones, and that the involved DEGs were actually related to many hormone signal transduction processes that respond to alkaline stress.

Transcription factors act as control switches in plant responses to abiotic stress responses^29^. Compared with previous studies, we also found that various TFs, such as MYB, WRKY, NAC, AP2-EREBP, bHLH, and bZIP, were enriched in WD20342 and Caidao under stress conditions^22,71,72^. Among the 962 IAR DEGs, we also found that 74 of these genes were TFs, including one RAR, 58 SAR and 15 CAR. Of these TFs, some demonstrated involvement in responding to various abiotic stresses in previous studies. 

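Of the 6 TF genes, 5 rose and 1 fell in CDT vs CD, each called by limma. LOC_Os12g03040 had 2.08 ± 0.696 FPKM in CD and 119 ± 118 in CDT (SD, n = 3 each), a log2 fold change of 5.33 (standard error 0.70, adjusted p = 0.000824). LOC_Os11g03300 had 2.23 ± 1.15 FPKM in CD and 153 ± 148 in CDT (SD, n = 3 each), a log2 fold change of 5.62 (standard error 0.75, adjusted p = 0.000898). LOC_Os02g09830 had 1.02 ± 1.03 FPKM in CD and 30.0 ± 12.3 in CDT (SD, n = 3 each), a log2 fold change of 5.05 (standard error 0.67, adjusted p = 0.000852). LOC_Os11g45740 and LOC_Os01g64000 had log2 fold changes of 4.67 and 5.12. LOC_Os05g04820 fell from 26.0 ± 6.00 to 0.392 ± 0.379 FPKM (SD, n = 3 each), a log2 fold change of -5.97 (standard error 0.60, adjusted p = 0.000392). In WDT vs WD, LOC_Os12g03040 was called (4.91, standard error 0.75, adjusted p = 0.0350), and of the fits that left out 1 sample it was called only in the one without WD replicate 2. LOC_Os11g03300 had a log2 fold change there of 4.57 (adjusted p = 0.0614), and 5.34 (adjusted p = 0.00176) without WD replicate 2. LOC_Os02g09830 had 2.54, 79.6 and 0.580 FPKM in the WD replicates and 27.2 ± 8.99 in WDT, with a log2 fold change of 2.33 (standard error 1.70, adjusted p = 0.497) that stayed between 0.85 and 4.29 with 1 sample left out, the highest without WD replicate 2 (adjusted p = 0.00212). The log2 ratio of the group means of FPKM after scaling, an alternative chosen after seeing the values, reversed its direction in WDT vs WD to -0.25.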

For example, *OsJAMyb* (*LOC_Os11g45740*)^44^, *OsMYB2P-1*(*LOC_Os05g04820*)^73^, *ONAC131*(*LOC_Os12g03040*)^74^, *OsNAC10*(*LOC_Os11g03300*)^75^, *OsbZIP16*(*LOC_Os02g09830*)^76^ and *OsABI5*(*LOC_Os01g64000*)^77^ were induced by stress both in previous studies and in our results. This result suggested that TFs also play an important role in the alkaline stress response, and that the related TFs were actually involved in regulatory processes that affected tolerance to alkaline stress.

Recent studies have established that AS events are a crucial regulatory mechanism common in plants^30,78^. The AS events often lead to the production of multiple proteins in animals and plants, thereby enhancing biological diversity^79,80^. Notably, some proteins produced from specific AS transcripts were also related to salt stress responses in plants^79^. In the present study, we detected a difference in most of the AS events under alkaline stress in the four comparison groups. The change of the frequency of AS events may be a strategy employed by the rice toward energy conservation as a stress adaptive mechanism. The difference in the number of AS variants in Caidao and WD20342 under alkaline stress was an indication that the response mechanism to alkaline stress was different between the two cultivars. Therefore, genes associated with differential AS likely play an important role in adapting to alkaline stress. In this study, we found 15 genes of the 962 IAR DEGs that were associated with differential AS in CDT vs. CD, WDT vs. WD and CDT vs. WDT. These results implied that these genes play an important role in stress adaptation under alkaline stress conditions in rice.

## Conclusion

We provided a comprehensive overview of the transcriptome of two rice cultivars with the excavation of alkali-responsive DEGs, which highlighted the transcriptional variations among these DEGs under control and stress conditions. Statistical analysis of 9078 DEGs revealed three classes for a total of 962 IAR DEGs in rice. These important alkali-responsive DEGs were frequently involved in specific biological processes and metabolic pathways that might be important for alkaline stress tolerance in rice. Furthermore, for the selected 962 DEGs, 15 occurred with DAS and 74 were TFs. Overall, the IAR DEGs identified in this study can be used to identify most suitable candidate genes for future transgenic research with susceptible rice cultivars to generate high-yielding stress-tolerant rice cultivars.

## Methods

### Plant materials and alkaline stress treatment

Two rice cultivars with different levels of resistance to alkaline stress were studied: WD20342, which is resistant to alkaline stress, and Caidao, which is sensitive to alkaline stress. The seeds were surface sterilized with 2% sodium hypochlorite for 45 min and immersed in reverse osmosis (RO) water in the dark, and the uniformly germinated seeds were sown in 96-well plates supported by a plastic container containing Yoshida’s cultural solution^81^ in a culture room (14 h light/10 h dark at 28 ± 1 °C). When the seedlings reached the two-leaf stage, the seedlings of WD20342 and Caidao were subjected to control and alkaline stress treatment (marked as WDT and CDT, respectively). The seedlings of WD20342 and Caidao were kept grown on RO water served as controls (marked as WD and CD, respectively). For alkaline stress treatment, seedlings were transferred on their 96-well plates into containers filled with 0.5% Na_2_CO_3_ solution (pH = 11.37) for 36 h.

### RNA extraction

After alkaline stress, leaves of 5 plants from each treatment (control and alkaline) of each cultivar (WD20342 and Caidao) were harvested and pooled and was immediately frozen in liquid nitrogen. Three biological replicates were applied for each cultivar. Total RNA was extracted with TRIzol according to the manufacturer’s instructions (Invitrogen, USA). RNA degradation and contamination were monitored on 1% agarose gels. Total RNA was treated with DNase to remove all traces of DNA. RNA purity was checked using a NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, USA). RNA concentration was measured using the Qubit^®^ RNA Assay Kit in a Qubit® 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using an RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### Transcriptome sequencing, quality control and mapping

A total of 3 µg of RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using a NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H^-^). PCR products were purified (AMPure XP system) and library quality was assessed on an Agilent Bioanalyzer 2100 system. The library was sequenced using the Illumina HiSeq. 2000 platform. A total of 12 samples were sequenced.

Clean data (clean reads) were obtained by removing reads containing adapters, reads containing poly-N and low quality reads from raw data. Simultaneously, Q20, Q30 and GC content of the clean data were calculated. All downstream analyses were based on the clean data with high-quality reads. Reference genome and gene model annotation files were downloaded from the genome website directly. Index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12.

### Quantification of gene expression level

HTSeq v0.6.1 was used to count the number of reads mapped to each gene. Then, the FPKM of each gene was calculated based on the length of the gene and reads count mapped to that gene. FPKM, expected number of Fragments Per Kilobase of transcript sequence per millions base pairs sequenced, simultaneously considers the effect of sequencing depth and gene length for the reads count and is currently the most commonly used method for estimating gene expression levels^82^.

### Differential expression analysis

Differential expression analysis of two samples was performed using the DESeq R package (1.18.0). DESeq provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted padj (p-adjusted) <0.05 found by DESeq were assigned as differentially expressed.

### GO and KEGG enrichment analysis of DEGs

Gene Ontology (GO) enrichment analysis of DEGs was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with corrected *P*-values less than 0.05 were considered significantly enriched by differentially expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, based on molecular-level information, particularly large-scale molecular datasets generated by genome sequencing and other high-through put experimental technologies (http://www.genome.jp/kegg/). We used KOBAS software to test the statistical enrichment of DEGs in KEGG pathways.

### Novel transcripts prediction and differential alternative splicing analysis

The Cufflinks v2.1.1 Reference Annotation Based Transcript (RABT) assembly method was used to construct and identify both known and novel transcripts from TopHat alignment results. We used replicate multivariate analysis of transcript splicing (rMATS), which is a statistical method for detection of differential alternative splicing between two RNA-Seq samples.

### Validation of RNA-Seq by quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was conducted using a Roche Light Cycler 480 system (Roche, Basel, Switzerland) in a final volume of 20 µl containing 10 µl THUNDERBIRD SYBR^®^ qPCR Mix (Toyobo, Japan), 1.6 µl of cDNA, 1.2 µl (6 pM) of the forward and reverse primers, and 6 µl of ddH_2_O. The qRT-PCR was performed using at least two independent biological replicates and three technical replicates of each biological replicate for each cDNA sample. The rice *Actin1* gene was used as the internal control gene. Relative gene expression levels were determined using the 2 (^−ΔΔCt^) method^83^. All the primer sequences used for qRT-PCR are provided in Supplementary Table S7.

### Data availability

Raw sequencing data have been deposited in the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE104928.

## Electronic supplementary material

Supplementary Table S1, S2, S7 and Supplementary Figure S1, S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

How the deposited data were processed for this re-analysis (not part of the article)

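RNA-seq of leaves was analysed for 12 samples: 3 replicates each of CD, CDT, WD and WDT, where the treated seedlings were kept for 36 h in 0.5% sodium carbonate. The authors removed reads with adapters, poly-N or low quality, aligned the rest with TopHat v2.0.12 and counted reads per gene with HTSeq v0.6.1. From these counts and the gene lengths the authors computed FPKM values. The deposited FPKM of each gene in each sample were used as they are. The methods state no scaling between samples beyond the one for sequencing depth in FPKM. Newly assembled transcripts came from the authors' assembly with Cufflinks v2.1.1. The paper tested genes with DESeq 1.18.0 on read counts, a step that needs the counts themselves and was not repeated, because the values analysed here are FPKM.

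FPKM values were taken to log2 after adding a pseudocount of 0.1. Each of the 4 comparisons was fitted on its 6 samples with limma 3.58.1 in R 4.3.3, using eBayes with a trend of the variance on the mean, over genes with at least 1 FPKM in at least 3 of the samples fitted. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs. The interaction of cultivar and treatment was fitted with limma on all 12 samples. SAR, RAR and CAR follow the rules of Table 2, and IAR genes needed an adjusted p under 0.01 and an absolute log2 fold change over 5. Expressed genes had at least 1 FPKM, and their numbers per sample were compared with two-sided exact permutation tests. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data with known changes.

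The relative depth per sample, worked out from the ratios of low FPKM values, ran from 74.7% to 143% of that of CD replicate 1. At low FPKM a value rests on few reads, and genes under the minimum were reported as values without a test. Named genes are those that the paper names by locus in its text or in Tables 5 and 6 where a sentence on their expression has a passage. To these come the 3 DEGs with the largest log2 fold changes in each direction in CDT vs CD and in WDT vs WD whose replicates of one group all lay above those of the other, of which 2 in each direction are printed. The chromosome of a gene is read from its locus number. The replicate numbers in the labels were used as a block only in an alternative, since the paper names no pairing.

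The comparisons, the thresholds and the alternatives were set before the data were examined, apart from the alternatives and tests that are said to have been chosen later. The alternatives were pseudocounts of 1 and 0.01, no minimum beyond a value above 0 in at least 1 sample, median-of-ratios scaling, eBayes without the trend, the replicate block, all 12 samples in 1 fit, other minimums for expressed genes, and each sample left out. Chosen after seeing the values were the log2 ratio of group means after scaling, the difference between the cultivars in the drop of expressed genes, and its alternatives. GO and KEGG enrichment, TF families, alternative splicing and the qRT-PCR measurements were not analysed here.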

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

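The comparison of the cultivars in the drop of expressed genes, with its alternatives, and the counts of relabellings by the placing of the samples were chosen only after the result was seen. In the limma fit over all 12 samples, 83 genes had a response to alkaline stress that differed between Caidao and WD20342 (2704 at an unadjusted p under 0.05), a difference between the cultivars that the paper does not test. In 76 of them the log2 fold change was lower in Caidao. Of 100 relabellings of the groups within each replicate number, the real one included, 7 gave as many genes or more, with 13392 in the largest other. Relabellings can place treated samples, or samples of 1 cultivar, unevenly on the 2 sides of the interaction, which then carries the effect of the treatment or of the cultivar. Of the 37 with 3 treated samples on each side, 3 gave as many genes or more. Of the 13 with also 3 WD20342 samples on each side, 1 did, the real one, and the others gave 0 (at most 464 at an unadjusted p under 0.05). A share under 0.05 is out of reach with 13, so these counts do not settle whether the number is larger than that of other groupings. The number was 171 without WD replicate 2, so it did not rest on that sample being present, and it was 0 without any 1 of the CD replicates (1282, 1406 and 2141 at an unadjusted p under 0.05). A different response of the 2 cultivars could give such genes, and so could the grouping of these samples; the values do not settle which.

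The drop in the number of expressed genes per sample under alkaline stress was 3814 genes larger in Caidao than in WD20342 (two-sided permutation p = 0.00500, the smallest the 400 relabellings can give), again a difference between the cultivars. Depth was not tested apart: relative to CD it was 118% in CDT, 83.8% in WD and 129% in WDT, so it rose in both cultivars and more in WD20342. CDT had fewer expressed genes than CD at the higher depth. Differences of depth between replicates came with smaller differences in expressed genes in these pairs: WD replicates 1 and 3 had 21221 and 20704 at 80.6% and 98.7% of the depth of CD replicate 1, and WDT replicates 1 and 2 had 18878 and 19143 at 123% and 143%. WD replicate 2 had the lowest depth, 74.7%, and 16996. A few strongly expressed genes taking a larger part of the FPKM total could lower the number: median-of-ratios scaling reduced the difference to 2207 genes (permutation p = 0.0150), so this may account for a part and does not explain all of it. WD replicate 2 lowered the WD mean and so enlarged the difference, and 2492 genes remained without it (permutation p = 0.00500, the smallest its 200 relabellings can give). A larger drop in the sensitive cultivar is a hypothesis found and tested on the same data. The permutation of cultivar labels within each condition also reacts to a difference between the cultivars in the controls alone. Its p therefore does not single out the drop. Library batches, the match of each cultivar to the reference and reads shared between gene copies were not tested for this difference.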

How the results depend on the processing

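Among the counts of DEGs, CDT vs CD stayed within 1.5 times its number (12799) under every alternative that kept all samples. WDT vs WD (554) moved to 274 without the FPKM minimum, to 0 with the replicate block (2882 at an unadjusted p under 0.05) and to 2607 with all 12 samples in 1 fit. CD vs WD and CDT vs WDT stayed within 1.5 times under the alternatives that kept all samples. Leaving out each sample gave from 6141 to 13848 DEGs in CDT vs CD, from 0 to 12007 in WDT vs WD, from 0 to 2981 in CD vs WD and from 238 to 5689 in CDT vs WDT across 6 fits each. Where the count was 0, an unadjusted p under 0.05 was reached by 2367, 2311, 2390, 2539 and 2161 genes in WDT vs WD and by 587, 602 and 844 in CD vs WD. The 12007 DEGs of WDT vs WD were those of the fit without WD replicate 2.

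The interaction moved from 83 genes to 302 with a pseudocount of 1, 20 with 0.01, 187 without the FPKM minimum, 49 after median-of-ratios scaling, 131 without the trend and 19 with the replicate block. It ran from 0 to 208 across the 12 fits that each left out 1 sample, with 0 without CD replicate 1, 2 or 3 (1282, 1406 and 2141 at an unadjusted p under 0.05). The cause was not tested.

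The 13407 unique DEGs and the 11866 SAR genes stayed within 1.5 times under the alternatives that kept all samples. RAR moved from 95 genes to 50 with a pseudocount of 0.01, 48 without the FPKM minimum, 154 after scaling, 0 with the replicate block (where WDT vs WD had no DEGs) and 372 with all 12 samples in 1 fit. CAR moved from 656 to 291 with the replicate block and 2242 with all 12 samples. IAR genes moved from 1170 to 241 with a pseudocount of 1, 760 after scaling and 653 with all 12 samples. Across the 12 leave-one-out fits, unique DEGs ran from 6891 to 16739, SAR from 3108 to 12925, RAR from 0 to 2631, CAR from 27 to 8019 and IAR from 655 to 1519. The lowest SAR and the highest unique DEGs, RAR and CAR were without WD replicate 2.

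The difference of the median absolute log2 fold changes kept its sign throughout. It moved from 0.78 to 0.50 with a pseudocount of 1 and 0.39 without the FPKM minimum, and ran from 0.27 to 1.01 across the leave-one-out fits. Leaving out the trend or adding the replicate block cannot change this difference, and it was 0.78 with both.

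Expressed genes CD minus CDT (4462) kept their direction under every alternative run, but fell to 2094 after scaling and 2622 with a minimum of 0.1 FPKM. They ran from 3743 to 5246 with a sample left out. WD minus WDT (648) reversed with a minimum of 0.1 FPKM (-1092), after scaling (-113), when every replicate had to reach the minimum (-2186) and without WD replicate 1, and ran from -142 to 1970.2 with a sample left out. The genes expressed in CD and not in CDT moved from 5186 to 2572 when every replicate had to reach the minimum and to 874 with a mean under 0.1 FPKM in CDT, and ran from 4693 to 6293 with a sample left out. The difference between the cultivars in the drop of the number of expressed genes per sample, with alternatives chosen after seeing the values, was 2207 after scaling and ran from 2492 to 4604 with a sample left out. It stayed above 0 in these settings, and its permutation p was 0.0500 without CD replicate 1.

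For single genes, 612 leave-one-out values over 102 results gave 424 on the same side of the threshold, 160 weaker, 25 stronger and 3 reversed. A gene not tested in a fit counted as not called, so the weaker values include genes that fell under the FPKM minimum. All 25 of the stronger were without WD replicate 2. Of 714 values under the other alternatives listed beforehand, 664 were the same, 27 weaker, 21 stronger and 2 reversed. Of the log2 fold changes of WDT vs WD, that of LOC_Os02g49160 (-0.31) reversed with a pseudocount of 0.01 (0.69), after scaling (0.17) and without WD replicate 1 (0.66) or 3 (0.63), from -2.22 to 0.66 across the 6 fits that each left out 1 sample. LOC_Os10g40600 reversed without WD replicate 3, from -4.07 to 0.18 across such fits, and LOC_Os02g09830 reversed under the log2 ratio of group means chosen after seeing the values (-0.25), an alternative that moved 56 of 101 values by more than their standard error, or by more than 1 for genes not tested. The cause was not tested.

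The rule of at least 1 FPKM in at least 3 samples limits the leave-one-out fits: a gene that is under 1 FPKM throughout a group is no longer tested when 1 sample of the other group is left out, whatever its FPKM there. The depth of the samples was not varied, so what it limits was not tested.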

Differences from the paper's values

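A count is taken to differ from the paper's when one is more than 1.5 times the other. For each such count, the alternatives set before the data were examined that came within 1.5 times are named with their counts, which can still lie well apart from the paper's, and any alternative not named left the counts more than 1.5 times apart. There were 12799 DEGs in CDT vs CD against the paper's 8122, and within 1.5 times with median-of-ratios scaling (11678), the replicate block (10746), all 12 samples in 1 fit (11256), leaving out CD 1 (6145), leaving out CD 2 (6141), leaving out CD 3 (8999), leaving out CDT 1 (11234) and leaving out CDT 2 (9788). The files gave 554 DEGs in WDT vs WD against the paper's 292, and within 1.5 times with a pseudocount of 0.01 (391) and no FPKM minimum (274). Counted in the same way as the others, 384 up-regulated DEGs in CDT vs WDT against the paper's 611, and within 1.5 times with a pseudocount of 1 (411), no FPKM minimum (572), median-of-ratios scaling (467) and all 12 samples in 1 fit (495). There were 9898 down-regulated DEGs in CDT vs CD against the paper's 4565, and within 1.5 times with median-of-ratios scaling (5913), leaving out CD 1 (4432), leaving out CD 2 (4444) and leaving out CD 3 (6106). The files gave 340 down-regulated DEGs in WDT vs WD against the paper's 63, and none of the alternatives came within 1.5 times. Counted in the same way as the others, 11866 SAR genes against the paper's 7691, and within 1.5 times with median-of-ratios scaling (10815), the replicate block (10389), all 12 samples in 1 fit (8437), leaving out CD 1 (5773), leaving out CD 2 (5781), leaving out CD 3 (8609), leaving out CDT 1 (10358) and leaving out CDT 2 (9011). There were 6 IAR genes of the class RAR against the paper's 28, and none of the alternatives came within 1.5 times. The files gave 93 IAR genes of the class CAR against the paper's 163, and within 1.5 times with a pseudocount of 0.01 (135), all 12 samples in 1 fit (160), leaving out CD 3 (231), leaving out WD 1 (147) and leaving out WD 3 (148). Counted in the same way as the others, 11608 genes called only in CDT vs CD against the paper's 7437, and within 1.5 times with median-of-ratios scaling (10579), the replicate block (10155), all 12 samples in 1 fit (8341), leaving out CD 1 (5556), leaving out CD 2 (5565), leaving out CD 3 (8303), leaving out CDT 1 (10291), leaving out CDT 2 (8989) and leaving out CDT 3 (8748). There were 82 genes called only in WDT vs WD against the paper's 52, and within 1.5 times with a pseudocount of 0.01 (42) and no FPKM minimum (36). The files gave 204 genes called only in CDT vs WDT against the paper's 353, and within 1.5 times with a pseudocount of 1 (257), no FPKM minimum (390), the replicate block (291), leaving out CD 3 (475), leaving out WD 1 (335) and leaving out WD 3 (337). Counted in the same way as the others, 614 differentially expressed newly assembled transcripts against the paper's 120, and none of the alternatives came within 1.5 times. The paper's 120 is lower than the 301 transcripts it lists as SAR alone, so these numbers of the paper cannot count the same set. How far the 614 lies from the paper's result is therefore unclear. There were 469 newly assembled SAR transcripts against the paper's 301, and within 1.5 times with median-of-ratios scaling (330), the replicate block (426), all 12 samples in 1 fit (354), leaving out CD 3 (250), leaving out CDT 1 (394) and leaving out CDT 2 (354).

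Of the 32 log2 fold changes of single genes that the paper prints, 22 differ by more than a limit (in CDT vs CD unless stated). The limit was the standard error from limma. For genes not tested, here LOC_Os01g50820, LOC_Os02g02190 and LOC_Os11g44860, it was a standard error worked out from the spread of the replicates within each group. A gap is called closed when an alternative comes within that limit. The log2 ratio of the group means after median-of-ratios scaling, without a pseudocount, was chosen after seeing the values and closed every one of these gaps, with a largest difference of 0.000530. Median-of-ratios scaling alone among the alternatives set before the data were examined closed the gap for these genes: LOC_Os09g39910 2.06 here and 3.0473 in the paper, LOC_Os08g30770 2.07 here and 3.3529 in the paper, LOC_Os10g42180 0.69 here and 1.7209 in the paper, LOC_Os01g50820 1.30 here and 2.5345 in the paper, LOC_Os03g06410 1.42 here and 2.3836 in the paper, LOC_Os02g54600 1.67 here and 2.6097 in the paper, LOC_Os08g39140 1.30 here and 2.3063 in the paper, LOC_Os03g16860 2.15 here and 3.0682 in the paper, LOC_Os11g44860 1.19 here and 2.3565 in the paper and LOC_Os05g39770 4.79 here and 5.8191 in the paper. For these genes the gap closed as named: LOC_Os11g39020 2.94 here and 3.9748 in the paper (with median-of-ratios scaling, leaving out CD 3), LOC_Os04g49570 -3.36 here and -2.4478 in the paper (with a pseudocount of 1, median-of-ratios scaling, leaving out CDT 2), LOC_Os06g15779 -3.43 here and -2.521 in the paper (with a pseudocount of 1, median-of-ratios scaling, leaving out CDT 2), LOC_Os12g41490 3.34 here and 4.345 in the paper (with a pseudocount of 0.01, median-of-ratios scaling, leaving out CD 3 or CDT 1), LOC_Os03g10210 4.43 here and 6.7045 in the paper (with leaving out CDT 1), LOC_Os03g37930 3.82 here and 6.762 in the paper (with a pseudocount of 0.01). The same holds for LOC_Os03g37930 5.07 here and 6.3568 in the paper (WDT vs WD) (with a pseudocount of 0.01, leaving out WD 2 or WDT 1), LOC_Os11g45740 2.88 here and 0.7044 in the paper (WDT vs WD) (with leaving out WD 3), LOC_Os06g04590 -7.96 here and -8.892 in the paper (with leaving out CDT 3), LOC_Os01g64000 5.12 here and 6.1496 in the paper (with a pseudocount of 0.01, median-of-ratios scaling, leaving out CD 3 or CDT 1). None of the alternatives set before the data were examined closed the gap for LOC_Os08g43120 8.04 here and 9.4171 in the paper and LOC_Os02g02190 1.66 here and 5.4363 in the paper.

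The paper states that more genes were up-regulated in WDT vs WD, and here 340 were down-regulated and 214 up-regulated. LOC_Os05g04820 is listed by the paper among induced TF genes, without a log2 fold change in its text, and fell here (log2 fold change -5.97 in CDT vs CD). By the log2 ratio of group means after scaling, which closed the gaps of the printed values, it fell as well (-5.25). The paper's own values may thus show a fall too. The paper names LOC_Os06g51050 as the gene shared by all groups; here its adjusted p in WDT vs WD was 0.0512, and LOC_Os04g52361 was called in all 4. LOC_Os10g42180 was not called in CDT vs CD (adjusted p = 0.280), and LOC_Os10g40600 was not called in WDT vs WD (adjusted p = 0.783). LOC_Os01g50820, LOC_Os02g02190, LOC_Os09g36420 and LOC_Os11g44860 were too low to be tested in CDT vs CD, as was LOC_Os11g04600, which was called in WDT vs WD with all samples, in none of the fits that left out 1 sample, and is RAR here. LOC_Os03g64260, LOC_Os08g07100 and LOC_Os03g10210 are CAR here, because with all samples they were called in both cultivars. With 1 sample left out, each was called in WDT vs WD only without WD replicate 2. LOC_Os01g64000 and LOC_Os12g26290 are SAR here, with adjusted p of 0.105 and 0.0713 in WDT vs WD.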

Other observations

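The test on an exchanged pair of samples and the test of 1 unlike WD control on the numbers of DEGs were chosen only after the result was seen. WD replicate 2 lies nearer the alkaline-treated samples than the other WD replicates do: its mean Spearman correlation was 0.822 with CDT and 0.791 with WDT, and 0.526 with the other WD replicates. Its label was kept. A Caidao sample labelled as WD20342 is ruled against by 0% of Caidao-only genes at 1 FPKM or more in it, where 71.0% of WD20342-only genes reached 1 FPKM. A pair of samples exchanged between WD and WDT is ruled against, since 0 WDT samples correlated more with WD replicates 1 and 3 than with each other. Lower depth would not bring well-expressed genes to under 1 FPKM, and 11.8% of genes at 10 FPKM or more in the other WD replicates were under 1 FPKM in it, against at most 0.465% in any other sample. A few genes taking most of the FPKM total would scale all the others alike, which hardly changes a rank correlation. For the number of expressed genes, median-of-ratios scaling narrowed the gap, from 16996 against 21221 and 20704 to 17653 against 19790 and 19519, so this may account for a part of the low number and does not explain all of it. A mixture of control and treated RNA would give the same treated share from genes that rise and from genes that fall. The median shares were 61.0% and 101%, 39.9 percentage points apart where under 10 was set for a mixture, which goes against one. Single genes varied widely, with quartiles of 14.7% to 148% for genes that rise and 91.8% to 103% for genes that fall.

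An alkaline-treated WD20342 sample labelled as control remains possible, and no biological explanation was tested. Of genes at least 8 times higher in WDT than in WD replicates 1 and 3, 77.7% were past the midpoint in WD replicate 2, where the test set over 75% as the sign of such a sample. On the same genes CD replicates 1, 2 and 3 gave 11.4%, 21.6% and 50.8%, and the CDT replicates 88.7%, 91.2% and 94.95%. WD replicate 2 thus lay between the Caidao controls and the treated Caidao samples. With genes chosen from pairs of WDT samples, WD replicate 2 gave 72.9%, 75.0% and 75.3%, and the WDT sample held out gave 96.8%, 95.6% and 95.3%, so it lies close to the limit and below a treated sample. Of genes at least 8 times lower in WDT, 83.5% were past the midpoint, and with pairs of WDT samples WD replicate 2 gave 81.8%, 84.6% and 83.8% and the WDT sample held out 98.4%, 97.2% and 99.0%, again below a treated sample. The median treated share was 61.0% from genes that rise and 101% from genes that fall, where 100% would stand for a wholly treated sample. The quartiles from genes that rise, 14.7% and 148%, lie on either side of 100%. No share was worked out for a WDT sample held out, so these shares do not decide on this explanation. A treatment-like state of the control plants, such as another stress, was not tested and might look the same.

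More genes were called in CDT vs CD than in WDT vs WD. Leaving out WD replicate 2 raised the DEGs of WDT vs WD to 12007, and leaving out any other sample gave 0 (between 2161 and 2539 at an unadjusted p under 0.05), which is consistent with the spread of the WD replicates lowering that count. A smaller response in WD20342 cannot be told apart from it: the lowest difference of the median absolute log2 fold changes across the fits that each left out 1 sample was 0.27 (without WD replicate 2), or 16.0% of the Caidao median, above 0 and under the 25% set for it. With all samples 12 of 100 relabellings gave a difference as large, and 1 of the 13 that place 3 treated samples and 3 WD20342 samples on each side of the interaction, the real one, a subset looked at only after the first count was seen and too small for a share under 0.05.

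Genes that the paper classes as SAR are mostly not called in WDT vs WD, with 6 of 771 called in the direction of Caidao (406 could be tested). With WD replicate 2 left out, 48.6% of all of them were called, under the 50% set for 1 unlike WD control as the cause. A gene silent in WDT cannot reach 1 FPKM in 3 samples when only 2 WD samples remain. Only 395 of the 771 genes could be tested in that fit, so the 50% was almost out of reach and this test does not decide. Of the 395, 375 were called (94.9%), a denominator looked at only after the first share was seen. The pattern thus cannot be told apart from that explanation.

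More genes were higher in CD than in WD (80.8% of DEGs). The share was 56.2% without WD replicate 2, and without WD replicate 1 or 3 it was 99.5% or 99.3%, so that WD replicate 2 may account for much of it. Reads of WD20342 that map less completely to the reference remain possible as well: 104 genes were seen only in Caidao and 54 only in WD20342, 1.93 Caidao-only genes for each WD20342-only gene. A gene absent from the genome of WD20342 would look the same, so a difference between the cultivars cannot be told apart from these.

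Other splits of the samples were fitted in the same way. For each of the 4 comparisons, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many DEGs. The others of these gave 0. At an unadjusted p under 0.05 they reached up to 1397 genes in CDT vs CD and 4529 in WDT vs WD. In CD vs WD and CDT vs WDT they reached up to 1023 and 854. The 4529 of WDT vs WD is more than the 4182 of the real split. The remaining 6 of the 10 splits part 1 pair and also gave 0 DEGs. Their largest numbers at an unadjusted p under 0.05 were 177, 2941, 2068 and 2647 in the same order. So few splits cannot give a share under 0.05, so that these counts cannot be told apart from other groupings of the samples by this test. For the unique DEGs and for the IAR genes, 1 and 1 of 100 relabellings gave as many, the real one in each case, and the largest others were 13277 and 1114.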
